# Molecular signature of response and potential pathways related to resistance to the HSP90 inhibitor, 17AAG, in breast cancer

**DOI:** 10.1186/1755-8794-3-44

**Published:** 2010-10-04

**Authors:** Magdalena Zajac, Gonzalo Gomez, Javier Benitez, Beatriz Martínez-Delgado

## Abstract

**Background:**

HSP90 may be a favorable target for investigational therapy in breast cancer. In fact, the HSP90 inhibitor, 17AAG, currently has entered in phase II clinical trials as an anticancer agent in breast and other tumors. Since HSP90 inhibition leads to global depletion of oncogenic proteins involved in multiple pathways we applied global analysis using gene array technology to study new genes and pathways involved in the drug response in breast cancer.

**Methods:**

Gene expression profiling using Whole Human Genome Agilent array technology was applied to a total of six sensitive and two resistant breast cancer cell lines pre-treatment and treated with the 17AAG for 24 and 48 hours.

**Results:**

We have identified a common molecular signature of response to 17AAG composed of 35 genes which include novel pharmacodynamic markers of this drug. In addition, different patterns of HSP90 client transcriptional changes after 17AAG were identified associated to the sensitive cell lines, which could be useful to evaluate drug effectiveness. Finally, we have found differentially expressed pathways associated to resistance to 17AAG. We observed significant activation of NF-κB and MAPK pathways in resistant cells upon treatment, indicating that these pathways could be potentially targeted to overcome resistance.

**Conclusions:**

Our study shows that global mRNA expression analysis is a useful strategy to examine molecular effects of drugs, which allowed us the discovery of new biomarkers of 17AAG activity and provided more insights into the complex mechanism of 17AAG resistance.

## Background

Considering the complexity of breast cancer, with its multiple genetic abnormalities, targeting a single pathway by inhibiting the activity of one component is unlikely to be effective in a long term. Identification of molecular targets that will modulate multiple components of several signalling pathways would be desired for anticancer treatment. To that end, HSP90 gained lately extreme interest and became an interesting cancer drug target [1]. In breast cancer, preclinical studies have demonstrated sensitivity of HER2^+ ^tumors to HSP90 inhibitor [2-4], lately though it was demonstrated that HSP90 is a very effective target of therapy in triple negative breast cancers [5,6]. HSP90 is a chaperone for several oncogenic client proteins (ERBB2, B-RAF, CDK4, AKT, mutant p53, among others) involved in transcriptional regulation, signal transduction, and cell cycle control as well as in other crucial steps leading to malignant phenotype [7,8]. Hsp90 is overexpressed in tumor cells, indicating that these cells are highly dependent on the Hsp90 function [9]. Mutant oncoproteins may depend on the full function of Hsp90 as a conformational buffer to maintain full activity [10-13].

The HSP90 inhibitor, 17-allyloamino-17-demethoxy-geldanamycin (17AAG) a geldanamycin analogue, is currently in phase II clinical trials [14] in a number of cancers [15-19], see http://www.clinicaltrials.gov. At present, most of the drug candidates fail relatively late during the process (phase III) of clinical trials due to lack of efficacy [20,21]. To save that failure there is a high demand for biomarkers that can adequately and with great specificity, indicate the presence or absence of the desired pharmacological response[22]. Since HSP90 inhibition leads to global depletion of oncogenic proteins involved in multiple signaling pathways, expression signatures have been developed to understand the mechanisms of drug action and to predict the sensitivity to treatment. With the microarray technology, rather than studying effect of the drug on a single gene or protein, we can now look for signatures consisting of multiple genes that are altered in some way, and together define novel set of pharmacodynamic biomarkers of the drug response as well as of resistance[23]. Gene expression and proteomic profiling studies have been done previously in a panel of ovarian and colon cancer cell lines after 17AAG treatment [24,25] and in pancreatic cancer after treatment with 17AAG partner, IPI 504 [26], however there are no previous studies focused in breast tumors under 17AAG treatment.

Although a basic molecular signature of response to 17AAG has been previously defined [27] with depletion of the levels of client proteins such as c-RAF-1 and cyclin-dependant kinase 4 (CDK4), and upregulation of the inducible isoform of HSP70 (HSP72), the exact mechanism of action of 17AAG has not been clearly defined. To that end a discovery of clinical markers of response and mechanism of resistance to 17AAG are still a matter of time. The need to reveal biomarkers and understand the resistance will help to identify responsive versus non responsive patients to 17AAG. In our current study we performed a global gene expression analysis using Whole Human Genome array technology to understand the molecular mechanism of action of 17AAG in breast cancer. First, we have identified a breast cancer signature of response to 17AAG and suggested biomarkers of 17AAG sensitivity in breast cancer. Secondly, we have studied transcriptional changes in known HSP90 clients. And finally, we have identified gene expression and pathway activity differences in response to 17AAG in sensitive versus resistant cell lines.

All together these results may provide further understanding of the mode of action of 17AAG and suggest potential molecular markers of response and drug resistance in breast cancer.

## Methods

### Breast Cancer cell lines

Eight breast cancer cell lines were included in this study, MCF-7, MDA-MB-157, Hs578T, HCC1937, MDA-MB-436, UACC3199, MDA-MB-231 and T47D). Breast cancer cell lines, MCF-7, UACC3199, Hs578T, MDA-MB-231 and T47 D were obtained from Cancer Epigenetic Group at Spanish National Cancer Centre, Madrid, Spain. HCC1937 and MDA-MB-157 were kindly provided by Dr. P. Edwards from Department of Pathology, University of Cambridge, Cambridge, UK and MDA-MB-436 by Dr. K.S Massey-Brown from Department of Pharmacology and Toxicology, University of Arizona, Tucson, USA. These tumor cell lines were cultured in RPMI 1640 containing 10% fetal bovine serum (Gibco-BRL, Grand Island, NY, USA) with the exception of MDA-MB-157 being cultured in DMEM/F12 (Gibco-BRL) supplemented with 10% fetal bovine serum and maintained at 37°C in 5% CO_2. _All media were supplemented with fungizone, and penicillin/streptomycin.

Fresh material from a tumor biopsy corresponding to a breast tumor sample was used to validate results obtained in cell lines. Appropriate ethical committee approval and informed consent was obtained. Tumor was cultured *in vitro*, and after several passages, tumor cells were treated with 17AAG at the same dose used for the cell lines. These primary tumor cells were grown in F-10 medium (Gibco), supplemented with 10% fetal bovine serum and 2% Ultroser G (PALL Life Sciences).

### Drug and treatment protocol

17AAG (Sigma-Aldrich, St.Louis, MO, USA) was prepared as a 1 mM stock in dimethyl sulfoxide (DMSO) and stored at -20°C and freshly dissolved immediately prior to use. Cells were seeded in 10 cm dishes at a moderate density in 20 ml complete medium. At 24 h after plating, cells were treated with 500 nM 17AAG or DMSO (0.1%) as a control. At appropriate intervals 24 H, 48 H upon treatment with the drug, cells were harvested.

### RNA extraction, cRNA amplification, labeling and hybridization

Total RNA was extracted with TriReagent (Molecular Research Center, Cincinnati, OH, USA). Purity and integrity of the RNA was assessed with Agilent 2100 BioAnalyzer (Agilent Technologies, Palo Alto, CA, USA). Then, 500 ng of total RNA from samples and Universal Human Reference RNA (Stratagene, La Jolla, CA, USA) were used for amplification and labeling using the Agilent's Low RNA Input Linear Amplification Kit (Agilent Technologies) following the detailed protocol described in the kit manual. Cyanine 5 labeled samples or Cyanine 3 labeled reference cRNAs were purified using QIAGEN's RNeasy mini spin columns and eluted in 30 μl of nuclease-free water. After amplification and labeling, cRNA quantity and cyanine incorporation were determined using a nanodrop ND.1000 UV-VIS-Spectrophotometer version 3.2.1 (Agilent Technologies). For each hybridization,1 μg Cyanine 3 labeled cRNA (reference) and 1 μg of Cyanine 5 labeled cRNA (samples) were mixed, fragmented, and hybridized at 65°C for 17 hours to an Agilent 4 × 44 K Whole Human genome Oligo Microarray containing 45,015 features representing 41,000 unique probes. We have hybridized each sample at each time point (untreated, treated 24 H and 48 H with 17AAG), including some technical replicates. After washing, microarrays were scanned using an Agilent Array scanner (Agilent Technologies). Images were analyzed. Reproducibility and reliability of each single microarray was assessed using Quality Control report data. Data were extracted with Agilent feature extraction software (version 9.5.3) using the GE2-v5_95_Feb07 protocol. Background substraction were carried out using normexp. Lowess and quantiles methods were performed for intra-array and inter-array normalization respectively. Expression ratios were calculated (Cy5 processed signal was divided by Cy3 processed signal) and log2 transformed. Gene patterns containing missing values were discarded. Additionally a filter procedure eliminated genes with uniformly low expression or with low expression variation across the experiments, retaining 20374 genes and transcripts. Microarray dataset is publicly available at GEO database http://www.ncbi.nlm.nih.gov/geo/info/linking.html (GEO accession number, GSE23209).

### Differential gene expression analysis

To determine if there were genes differentially expressed between treated and untreated and sensitive versus resistant breast cancer cell lines supervised classification was performed with linear models (limma) implemented in the POMELO II tool, available in Asterias web server http://asterias.bioinfo.cnio.es. The estimated significance level (p value) was corrected for multiple hypotheses testing using Benjamini & Hochberg [28] False Discovery Rate (FDR) adjustment. Those genes with FDR <0.05 were selected as significantly differentially expressed.

### Clustering

Average linkage hierarchical clustering (Pearson correlation, uncentered metrics) from Gene Cluster and Treeview http://rana.stanford.edu/software algorithms were used to obtain clustering of the data sets. The level of expression of each gene in each sample, relative to the median level of expression of that gene across all the samples is represented using a red-white-blue color scale. Blue correspond to expression value below median, white, equal to median and red above the median.

### Functional Profiling of genes and pathways

We used Gene Set Enrichment Analysis (GSEA) to gain insight into global molecular networks and canonical pathways related to differentially expressed genes associated to resistant phenotype after 17AAG treatment. In our data analysis we have included the Biocarta http://www.biocarta.com as a source of pathway annotation, and whichgenes web-based tool for building 249 gene sets with application in gene set enrichment analysis [29]. The ranking of genes was performed with T test, with an absolute mode for gene list sorting. Gene set permutations were used to assess the statistical significance of the pathways. Those pathways showing FDR <0.05, a well-established cut-off for the identification of biologically relevant gene sets [30], were considered significantly enriched between classes under comparison. The ranking of genes was performed with T test, with an absolute mode for gene list sorting.

### Validation of microarray data by quantitative RT-PCR analysis

One μg of total RNA was reverse transcribed using MMLV Reverse Transcriptase (Invitrogen, San Diego, CA, USA) and random primers. The cDNAs were subjected to quantitative real-time PCR (QT-PCR) assay with the use of labeled probes for selected genes (Roche Universal Probe library, Basel, Switzerland) and the TaqMan Universal PCR Mix in an ABI prism 7900 system (Applied Biosystems Inc, Foster City, CA, USA) under manufacturer's recommendations. The PCR amplification was carried out with 10 min at 95°C, followed by 50 cycles of 15 s at 95°C and 1 min at 60°C, using the oligonucleotides shown in Additional file 1: Supplemental Table S1. All experiments were analyzed in triplicate.

### Validation of microarray data by western blot analysis

The protein expression changes were examined after 24 H and 48 H of 17AAG treatment. Western blot analysis was performed using standard procedures for whole-cell extracts from cell lines as described previously [31]. A set of antibodies used for immunodetection are listed in the Additional file 1: Supplemental Table S2. The immunoblotting was repeated at least twice in all of the experiments presented in this study.

### Validation of microarray data by cell based multi-pathway activity assays

Cignal Reporter Assay was performed according to manufacturer's instructions. Briefly, the transcription factor-responsive reporter, negative control, and positive control constructs were diluted in Opti-MEM (Invitrogen). The diluted nucleic acids were mixed with the diluted SureFECTTM (transfection reagent; SABiosciences) and delivered to 20,000 cells in a 96-well plate format. Culture media were changed 24 H after transfection. Transfection efficiency was estimated by following the expression of GFP (in the positive control wells) using fluorescence microscopy. At 24 H post transfection the cells were treated with the drug. After 48 H of treatment, cells were harvested into cell lysis buffer (Promega). Luciferase activities were determined using the Dual-Luciferase Assay System (Promega) and a multilabel reader (Promega). The Firefly/Renilla activity ratio generated from the transcription factor-responsive reporter transfections was divided by the Firefly/Renilla activity ratio generated from the negative control transfections to obtain the relative luciferase units. At least three independent transfections were carried out in triplicate for each of the conditions tested with each reporter assay. This experimental design was repeated at least once.

### Statistical analyses

Analyses of pathway activity differences upon treatment in the resistant and sensitive cell lines were performed using SPSS version 17.0 (SPSS Inc, Chicago, IL). Non-parametric, Mann-Whitney *U *test was used for our statistical hypothesis testing. P-values reported are two-sided.

## Results

### Identification of a molecular signature of response to 17AAG

Previous studies have shown feasibility of differential gene expression approach to create expression-based signatures predicting response or resistance in human tumors to therapeutic agents. Here, we investigated the biology underlying the differential gene expression across breast cancer cell lines treated with HSP90 inhibitor, 17AAG.

A total of eight breast cancer cell lines were analyzed. In a previous study, six of them (MCF-7, MDA-MB-157, Hs578T, HCC1937, MDA-MB-436, and UACC3199) were demonstrated to be sensitive to treatment with 17AAG in a dose and time dependent manner with IC50 values between 0.014 ± 0.006 μM and 0.059 ± 0.017 μM at 96 h [31]. In addition, two other cell lines were also analyzed (MDA-MB-231, T47D) and found to be resistant to 17AAG, showing IC50 values of 1.92 ± 0.4 μM and 3.82 ± 0.97 μM, respectively. 

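RNA of untreated and of treated cells was measured on 30 Agilent whole human genome arrays, each with 41000 probes for human transcripts. On every array the Cy5 channel held RNA of a cell line and the Cy3 channel held Universal Human Reference RNA, a pool from several human cell lines. No dyes were swapped, so each value is a log2 ratio of a cell line to the same reference. Each of the 8 lines had a control, a 24 h sample and a 48 h sample, and 6 of these 24 conditions were hybridized on 2 arrays as technical replicates. The labels of the samples give 8 control and 16 treated arrays of the 6 sensitive lines, while the design text of the series counts fewer treated arrays. The scanner files of 29 arrays were normalized here with the paper's steps, which are background correction by normexp, loess within arrays and quantile normalization between arrays. The 48 h sample of Hs578T had no scanner file among the files used here, so Hs578T enters with its 24 h sample. Of the probes, 34509 (84.2%) had Cy5 signal well above background on at least 6 arrays and were kept. Cy5 signal was well above background for 56.8 to 87.8% of the features of an array, lowest on the treated arrays of HCC1937. Technical replicates were averaged, and a line had 1 culture per condition as labelled. The cell line was the unit in the tests within lines and between lines, while the comparisons of treated with untreated samples and of treated resistant with treated sensitive samples took the times of a line as separate samples. The response of a line is its treated sample minus its own control, averaged over the times, and folds of several lines are given as mean log2 change ± SD over lines. The arrays lay on 10 slides scanned on 5 days, and all arrays of the 2 resistant lines were scanned on day 1. The main settings, most of the alternatives and the gene lists were written down before the data were examined, and alternatives added later are named as such in the closing section.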

Then, all cell lines were treated with 500 nM 17AAG for 24 and 48 hours, concentration at which sensitive cells showed cytotoxic and cytostatic effects as well as G2/M arrest and degradation of client proteins [31], and whole genome expression profiling of control and treated cells at this time points were performed.

Unsupervised hierarchical clustering of all samples using more than 20000 genes, as expected, did not separate the treated versus untreated cell lines. Instead, all 17AAG treated cell populations clustered with its control cell line, suggesting that the effect of the drug is very subtle in the whole genome context or that the effect of the drug is largely specific for each cell line (Additional file 1: Supplemental Figure S1). 

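In untreated T47D the genes of luminal epithelium were high, with the secreted protein AGR2 at a log2 ratio to the reference of 5.16, the trefoil factor TFF3 at 3.62 and the transcription factor FOXA1 at 3.37 (1 array). In untreated Hs578T the mesenchymal genes were high, with the matrix protein SPARC at 3.48, the receptor AXL at 3.36 and the transcription factor SNAI2 at 2.92 (1 array). These 6 members of the marker lists were picked after their values were seen. By average linkage on uncentred correlation over the kept probes, 6 of the 8 lines formed a cluster of their own, and 16 of the 19 treated arrays shared a cluster with a control of their line. For 15 of the 19 treated arrays the nearest array of another condition came from the same line, with HCC1937, MDA-MB-157 and Hs578T among them. The others carried the labels MCF-7 48 h (2 arrays), MDA-MB-436 48 h and MDA-MB-436 24 h. Both arrays labelled MCF-7 48 h lay nearest to the MDA-MB-436 control (r = 0.854 and 0.852, against 0.366 and 0.390 with the MCF-7 control). The array labelled MDA-MB-436 48 h lay nearest to MCF-7 at 24 h (r = 0.865, against 0.487 with the MDA-MB-436 control). All other treated arrays correlated with their own control at 0.604 (HCC1937 48 h) to 0.959 (MDA-MB-231 24 h). On 1037 probes that separate the controls of MCF-7 and MDA-MB-436, these 3 arrays stood at a median place of 0.918 to 0.968, where 0 is the line of the label and 1 the other line. The labels were kept, and the main counts are also given without these 48 h samples.

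**Figure D1:**
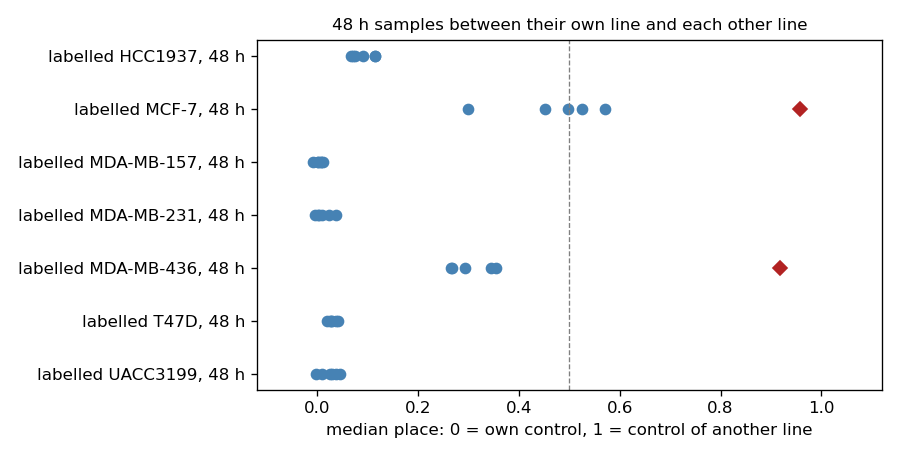
Median place of each 48 h sample between the control of its own line (0) and the control of another line (1). Diamonds mark the samples labelled MCF-7 and MDA-MB-436 on the axis between these lines, circles mark the 40 other pairs, whose median was 0.037 and highest value 0.571.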

In general, after treatment with 17AAG, there was an increase in the number of genes with expression changes >2-fold over control cells after 48 h than after 24 h. 

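As labelled, each of the 5 sensitive lines with both times had a larger share of probes over 2-fold from the control at 48 h than at 24 h. The difference was 9.86 ± 8.55 percentage points (SD, n = 5 lines), and an exact sign-flip test gave p = 0.0625, the smallest value that 5 lines allow. In HCC1937 the share was 7.12% at 24 h and 21.5% at 48 h, in UACC3199 4.25% and 8.39%, and in MDA-MB-157 4.18% and 4.83%. Under the label MDA-MB-436 it was 11.9% and 19.9%, and under the label MCF-7 2.81% and 25.0%. Without these 2 lines, whose 48 h arrays resembled each other's controls, the mean difference was 6.40 points (n = 3 lines). Against the control of the other line, the samples labelled MCF-7 48 h and MDA-MB-436 48 h had 4.73% and 11.5% over 2-fold. With exchanged labels MDA-MB-436 would thus have a smaller share at 48 h than at 24 h, and MCF-7 a larger one. The 40 measured genes of the cytosolic heat shock response, the chaperones that HSF1 induces when proteins misfold, stood at a mean log2 change of 1.20 at 24 h and 0.46 at 48 h in HCC1937 and of 0.87 and 0.68 in MDA-MB-157. Their mean was 1.08 and 1.21 in UACC3199, 0.86 and 0.59 under the label MDA-MB-436, and 0.83 and 1.51 under the label MCF-7, and the difference between the times was not tested. In the resistant lines the share differed by 0.655 points (MDA-MB-231) and −0.643 points (T47D) between the times. No probe differed between 48 and 24 h over the sensitive lines (limma, 725 at unadjusted p under 0.05, fewer than expected by chance).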

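At 24 h 6201 probes stood over 2-fold from the control in Hs578T (18.0%), 3072 higher and 3129 lower. The stress genes were among the largest changes in this line, with log2 changes of 6.00 for HSPA1A, the inducible HSP70, and 5.02 for HSP90AA1, the inducible HSP90 (1 sample). EGR1, an immediate early transcription factor downstream of growth factor signals, stood at −6.23, and IER3, an early response gene of NF-kB, at −4.46. At 48 h HCC1937 had 3331 higher and 4099 lower probes, UACC3199 1159 and 1736, and MDA-MB-157 863 and 803. The 48 h sample of Hs578T, present only in the authors' deposited table, had 20.3% of its probes over 2-fold. Of the RNA pairs hybridized on 2 arrays as technical replicates, 0.356 to 4.92% of probes stood over 2-fold apart. The control of Hs578T was scanned on day 1 and its treated array on day 2, so scan day and treatment cannot be told apart in this line. The treated arrays of HCC1937 were dim. On the 17787 probes well above background on every array the share was 9.78% at 24 h and 27.6% at 48 h. In every line the share was higher on these probes than on all kept ones.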

Roughly, the proportion of genes with >2-fold changes at 48 h ranged between 8% and 35% in sensitive cells. 

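In MDA-MB-231 the largest increases over both times were stress genes, with log2 changes of 2.85 for HSP90AA1, 2.70 for HSPA1A, 2.31 for HSPA8, the constitutive HSP70, and 2.11 for its exchange factor HSPH1 (mean of 2 times). The largest decreases were on single probes of TBC1D10C (−2.67), whose control spot was out of line with the other lines, and SNAP47 (−2.19). Next came the immediate early genes EGR1 (−1.71) and IER2 (−1.45) and the collagenase MMP1 (−1.37). In T47D the increases held JUN (1.79), a subunit of the transcription factor AP-1, the growth factor homologue FGF12 (1.87) and the sialyltransferase ST3GAL1 (1.64). Neither line had a repeated array, so no test stands behind these values. Over 2-fold were 194 probes in MDA-MB-231 at 24 h (0.562%) and 420 at 48 h (1.22%), and 890 (2.58%) and 668 (1.94%) in T47D. Averaged over times, the share was 12.2 ± 5.45% in the 6 sensitive lines (SD) and 1.57% in the 2 resistant ones. An exact permutation test over the 28 splits of 8 lines gave p = 0.0714, the smallest value possible, and the lowest sensitive line (4.50%) lay above the highest resistant one (2.26%). The difference was 10.6 points, and 8.07 with the same p when the 48 h samples labelled MCF-7 and MDA-MB-436 were left out. With loess only, without quantile normalization, the difference was 5.90 points (exact permutation p = 0.357) and the kinds of line overlapped, and on Agilent processed signals it was 19.7 points.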

Resistant cell lines showed lower number of genes, only 2% (MBA-MD-231) and 2.8% (T47D) of genes showing >2-fold change versus control (Figure 1). Significantly, only a small number of genes were commonly altered in the resistant cell lines after treatment.

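At 48 h the probes over 2-fold higher in both MDA-MB-231 and T47D included those of HSP90AA1, HSPA1A, HSPA8, the small heat shock protein HSPB1, the HSP90 cochaperone PPID and the histone H1-2. At 24 h they included 1 probe each of HSP90AA1 and HSPA1A, neither of them the brightest of its gene, beside the centrosome gene CEP290, the enzyme ECHDC1 and the microtubule gene MAP9. EGR1 was the only shared decrease with a gene symbol, at 48 h. HSPB1, PPID, H1-2, CEP290, ECHDC1 and MAP9 were picked from these overlaps after the values were seen. In all, 7 probes were higher in both lines at 24 h (2.37 expected by chance) and 19 at 48 h (3.94 expected), and 0 and 4 were lower (0.49 and 0.75 expected). Opposite ways moved 9 probes at 24 h and 13 at 48 h. The count depended on normalization, as the probes over 2-fold the same way in both lines numbered 117 at 24 h and 154 at 48 h on Agilent processed signals, and 97 and 1109 with loess only, in place of 7 and 23. With 1 sample per line and time the overlap was not tested.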

**Figure 1:**
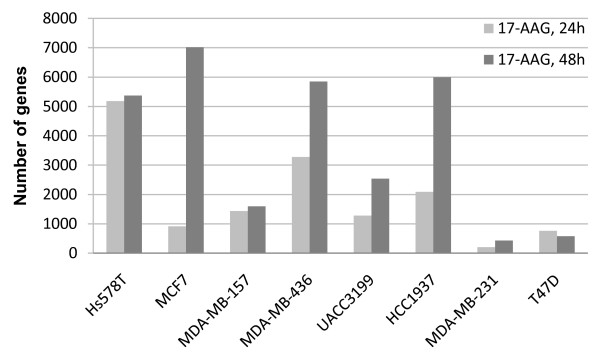
**Gene expression changes induced by 17AAG**. Averaged number of genes with expression changes >2-fold following 17AAG treatment are represented for all breast cancer cell lines, at both time points 24 H and 48 H. Resistant cell lines MDA-MB-231 and T47 D exhibited much lower variation after treatment.

Regardless of the specific changes found in each cell line, we searched for genes commonly associated to sensitivity to 17AAG. Analysis of differentially expressed genes between all treated compared with all untreated 17AAG sensitive breast cancer cell lines was performed. 

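Of 11 treated and 6 untreated samples compared, 7 genes with a symbol passed. UBE2C, which marks mitotic proteins for degradation at the end of mitosis, was higher by a log2 of 1.30 ± 0.18 (SE, limma adjusted p = 0.021). HSPA8 was higher by 2.31 ± 0.36 (adjusted p = 0.029), the death effector gene DEDD2 by 1.05 ± 0.16 (0.022), and RACGAP1, which builds the cleavage furrow, by 1.16 ± 0.19 (0.048). The ADP-ribose hydrolase NUDT9 was higher by 1.14 ± 0.19 (0.048). Lower were the stress kinase PLK3, by −1.94 ± 0.30 (0.026), and TMEM129, a ubiquitin ligase of the endoplasmic reticulum, by −0.94 ± 0.16 (0.048). In all 11 probes passed, 9 higher and 2 lower, and 1606 had an unadjusted p under 0.05, where 1725 are expected by chance. With each line compared with its own control, 41 probes passed (30 higher, 11 lower), 6 of them shared, and they added the HSP40 gene DNAJB1 (1.60 ± 0.38, SD, n = 6 lines) and its partner BAG3 (1.51 ± 0.49), both with limma adjusted p = 0.048. When the cell line was a block, 112 probes passed (75 higher, 37 lower). In simulated data with 200 changed probes this setting called 1243, of which 1053 were unchanged. There the 24 h and 48 h samples of a line held the same values, while real ones differed (r = 0.643 in HCC1937). The simulation therefore cannot tell how many of the 112 are false, and the unblocked count was kept as the main setting. At 24 h alone 19 probes passed (18 higher, 1 lower) and at 48 h alone 0 (limma, 3102 at unadjusted p under 0.05), where a line fewer was measured. Without the 48 h samples labelled MCF-7 and MDA-MB-436, 5 and 46 probes passed in place of 11 and 41. All 5 were among the 11, but only 23 of the 46 were among the 41. The counts of 11 and 41 both rest on every sensitive line, as at most 2 probes passed when any 1 of the 6 was left out. They also rest on the processing, as on Agilent processed signals 0 passed in both, within lines 0 passed without background correction and 3 with loess only, and in the comparison of samples 0 passed with a trend in the variance. With technical replicates as separate arrays 82 passed in the comparison of samples, and 9 when scan day was also a block.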

A list of 35 genes with a significant FDR value <0.05 was obtained, which constituted a molecular signature of response to 17AAG in breast cancer cells (Figure 2A). 

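Of the 35 genes, 34 had a kept probe, and all 34 moved in the direction of the paper's table, 20 higher and 14 lower. In 31 of them all 6 sensitive lines moved that way. The exceptions were RGS2, which damps G protein signals (−0.31 in UACC3199), the mannosidase MAN1B1 (0.38 in Hs578T) and the zinc finger gene ZKSCAN5, which was flat in Hs578T. Over all kept probes 7 of the 34 passed in the comparison of treated with untreated samples and 8 in the comparison within lines. Adjusted over the list alone all 34 passed in the comparison of treated with untreated samples, with an unadjusted p of at most 0.007. As groups within lines the higher genes stood at 1.29 and the lower at −1.41 (camera adjusted p = 4.4e-31 and 4.6e-21, 0.0039 and 0.047 with an estimated correlation). The list was chosen on these same samples, so none of this is independent evidence. Among the increases outside the stress response were PRDM11, a transcription regulator (1.27 ± 0.46, limma adjusted p = 0.061), the complement receptor CR2 (1.10 ± 0.64, 0.14) and CCDC12, a splicing gene (0.79 ± 0.33, 0.10). Among the decreases were the metabolic genes PYCR3, which makes proline (−1.77 ± 0.76, 0.071), and SHMT2, which turns serine into glycine in mitochondria (−0.59 ± 0.39, 0.20), with WDR4, a tRNA methylation gene (−1.26 ± 0.72, 0.13). MTRES1, a gene of mitochondrial transcription, stood at −1.12 ± 0.65 (0.13), CCDC85B at −1.05 ± 0.43 (0.084), SFT2D3 at −0.75 ± 0.27 (0.095) and MAN1B1 at −0.82 ± 0.78 (0.29; SD, n = 6 lines). TSEN2, which cleaves introns from tRNA, had a kept probe only when spots marked by the scanner stayed in, with a log2 change of −1.29.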

Among the 35 genes, 15 were down-regulated and 20 up-regulated genes following treatment (Table 1). The up-regulated genes following treatment included heat shock family proteins such as *HSP90AA1, HSPA8, DNAJB12, HSPA1L*, *DNAJA1, HSPA4L*, consistently with other array studies in different tumor cell types [24,32,33]. 

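Within the sensitive lines HSPA8 rose by a log2 of 2.30 ± 0.68 (4.93-fold, SD, n = 6 lines, limma adjusted p = 0.048), and every line showed it on this probe. Another probe of HSPA8 stood at 1.33 (limma adjusted p = 0.24), with −0.14 under the label MDA-MB-436. The remaining probes of HSPA8 passed at 2.05 and 2.32 (0.048 for both). HSP90AA1 stood at 2.50 ± 1.38 (adjusted p = 0.11), spread widely between the lines, and 1 of its other 3 probes passed (2.22, 0.048). The HSP70 homologue HSPA1L stood at 1.59 ± 0.57 (0.052) and HSPA4L, an exchange factor of HSP70, at 1.48 ± 0.76 (0.10). The HSP40 cochaperones DNAJA1 and DNAJB12, which hand clients to HSP70, stood at 1.60 ± 0.64 (0.063) and 0.50 ± 0.18 (0.14). DNAJA1 passed (1.56, limma adjusted p = 0.042) when the 48 h samples labelled MCF-7 and MDA-MB-436 were left out. Over 40 measured genes of the cytosolic heat shock response the mean change was 1.05, with 4 past adjusted p under 0.05 among all kept probes, 29 adjusted over the list alone and 30 at unadjusted p under 0.05, all upward. As a group they rose (camera adjusted p = 3.3e-25, and 0.047 with an estimated correlation between genes). The chaperonin TRiC, which folds actin and tubulin, stood at 0.51 over 7 subunits (camera adjusted p = 7.9e-05, 0.19 with an estimated correlation), with 0 past adjusted p among all probes, 4 over the list alone, and TCP1 at 0.68. Genes of stress in the endoplasmic reticulum stood at −0.28 (19 genes, 0.038 and 0.23), with TRIB3 at −1.54 and the asparagine synthetase ASNS at −1.04.

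**Figure D2:**
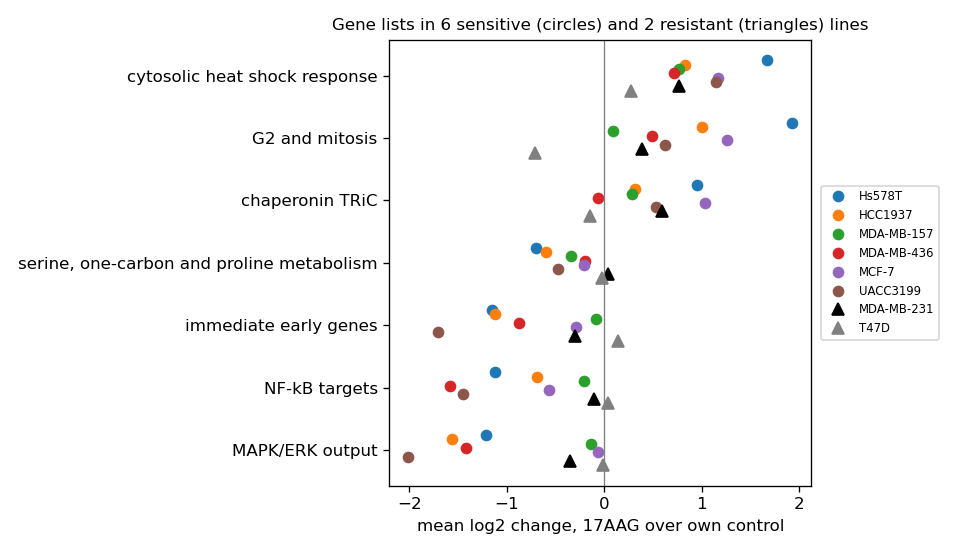
Mean log2 change, 17AAG over own control, of 7 gene lists in each line, averaged over the times. Circles are the 6 sensitive lines and triangles the 2 resistant lines, and the heat shock list ranges from 0.72 (MDA-MB-436) to 1.67 (Hs578T) among the sensitive lines.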

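UBE2C rose within the sensitive lines by a log2 of 1.31 ± 0.35 (2.49-fold) and CHORDC1, a cochaperone that binds HSP90, by 1.70 ± 0.44 (3.25-fold). DEDD2 rose by 1.07 ± 0.25, the zinc finger gene ZNF587 by 1.41 ± 0.44 and ZNF473, which acts in histone mRNA processing, by 1.17 ± 0.29 (SD, n = 6 lines, limma adjusted p = 0.048 for all 5 genes). Other probes gave 0.34 and 0.24 for ZNF587 (limma adjusted p = 0.48 and 0.54) and 0.36 for ZNF473 (0.31). RACGAP1 stood at 1.11 ± 0.39 (0.061), the stress ligand MICB, which the receptor NKG2D of immune cells recognizes, at 0.62 ± 0.25 (0.12), and RGS2 at 1.93 ± 1.16 (0.13). MED1, a subunit of the Mediator complex, stood at 0.65 ± 0.22 (0.10), NUDT9 at 1.11 ± 0.51 (0.095) and ZKSCAN5 at 0.64 ± 0.41 (0.19). UBE2C and RACGAP1 belong to a wider group, as the 32 measured genes of G2 and mitosis stood at a mean of 0.90. Of these 1 passed among all kept probes, 25 adjusted over the list alone and 26 at unadjusted p under 0.05, all upward, with the cyclin kinase subunit CKS2 at 1.26 (0.057). As a group camera gave an adjusted p of 4.6e-22, 0.18 with an estimated correlation between genes, and fry, which assumes no value for it, gave 0.042. The list ranged from 0.09 in MDA-MB-157 to 1.93 in Hs578T. Without the 48 h samples labelled MCF-7 and MDA-MB-436 ZNF587 was at adjusted p = 0.051 and the other 4 genes still passed. Genes of DNA replication stood at −0.23 (42 genes, 1 past adjusted p and 5 over the list alone, all lower, camera 4.4e-05, 0.21 with an estimated correlation), with CDC45 at −0.99 and PRIM1 at −1.00.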

Among other genes showing increased expression after treatment were ubiquitin-conjugating enzyme E2C (*UBE2C*), death effector domain containing 2 (*DEDD2*), zinc finger protein 587 (*ZNF587*), zinc finger protein 473 (*ZNF473*), Rac GTPase activating protein 1 (*RACGAP1*), MHC class I polypeptide-related sequence B (*MICB*), regulator of G-protein signalling 2 (*RGS2*), cysteine and histidine-rich domain (CHORD)-containing 1 (*CHORDC1*), PPAR binding protein. There were also down-regulated genes in response to 17AAG which included e.g. *JUNB*, *CYCLIN D1*, *NFKBIA*, immediate early response 3 (*IER3*), transmembrane protein 129 (*TMEM129*) or replication factor C (activator 1) 4 (*RFC4*).

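NFKBIA, the inhibitor that NF-kB induces to end its own signal, fell by a log2 of −1.87 ± 0.54 (3.66-fold) and RFC4, which loads the replication clamp, by −1.08 ± 0.30 (SD, n = 6 lines, limma adjusted p = 0.048 for both). JUNB, an AP-1 subunit, stood at −2.15 ± 0.96 (0.071), the cell cycle driver CCND1 at −1.88 ± 1.34 (0.17), IER3 at −2.41 ± 1.63 (0.15), TMEM129 at −0.96 ± 0.40 (0.092) and PLK3 at −2.01 ± 1.20 (0.13). Without the 48 h samples labelled MCF-7 and MDA-MB-436, NFKBIA stayed at adjusted p = 0.042 and RFC4 was at 0.091. NFKBIA and IER3 are targets of NF-kB, and the 35 measured targets stood at a mean of −0.93, with RELB at −1.62 (0.11) and the protease PLAU at −1.64. Of these 1 passed among all kept probes, 5 adjusted over the list alone and 23 at unadjusted p under 0.05, all lower (camera adjusted p = 4e-16, 0.10 with an estimated correlation between genes, fry adjusted p = 0.029). The 28 immediate early genes stood at −0.87, with EGR1 at −3.29 (0.16) and MYC at −1.30 (0.092), and 0 passed among all probes, 7 over the list alone and 12 unadjusted (camera 1.2e-09, 0.18 with an estimated correlation, fry 0.054). Transcripts that follow MAPK and ERK signals stood at −1.06 (18 genes, 0 passed, 8 over the list alone, 12 unadjusted, camera 1e-09, 0.18 with an estimated correlation, fry 0.073).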

**Figure 2:**
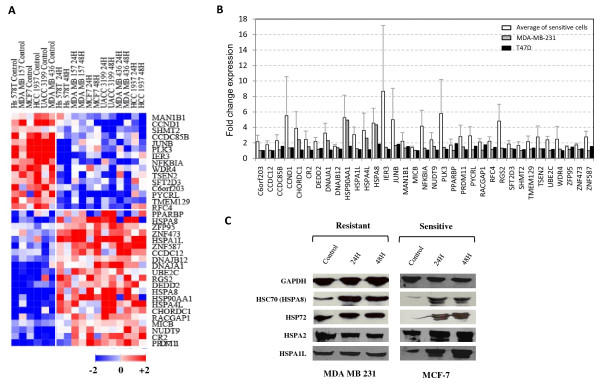
**Gene signature of response to 17AAG in breast cancer cell lines**. A) Heat-map represents the expression of significant differentially expressed 35 genes included in the molecular signature of response to 17AAG. Untreated samples were compared to treated samples from all sensitive cell lines to obtain common variations. B) Comparison between the changes in expression in the genes included in the signature in sensitive and resistant cells. Fold changes after 17AAG for sensitive cell lines, taken the averaged expression of all of them, compared to fold changes in resistant MDA-MB-231 cells or T47 D.Error bars represent standard deviation. C) Western blot analysis of different HSP70 isoforms before and after 17AAG in resistant MDA-MB-231 and sensitive MCF-7 cell line showed differential HSP70 induction after 17AAG. Lack of induction of the HSPA2 and HSPA1L in resistant cells, and increased expression of HSP72 and HSC70 in both resistant and sensitive cell lines upon treatment is shown. GAPDH was used as loading control.

**Table 1:** Molecular signature of 17AAG response in breast cancer

20 Genes up-regulated following 17AAG treatment			
Gene name	Description	FDR	Fold Change
CHORDC1	Cysteine and histidine-rich domain (CHORD)-containing 1 (CHORDC1)	0.011	3.9

DEDD2	Death effector domain containing 2 (DEDD2)	0.011	2.2

HSPA8	Heat shock 70kDa protein 8 (HSPA8) transcript variant 1	0.011	4.6

NUDT9	Nudix (nucleoside diphosphate linked moiety X)-type motif 9 (NUDT9). transcript variant 1	0.011	2.4

PRDM11	PR domain containing 11 (PRDM11)	0.011	2.8

UBE2C	Ubiquitin-conjugating enzyme E2C (UBE2C)	0.011	2.4

ZFP95	Zinc finger protein 95 homolog (mouse) (ZFP95). transcript variant 1	0.02	1.5

ZNF587	Zinc finger protein 587 (ZNF587) transcript variant 1	0.025	2.8

RGS2	Regulator of G-protein signalling 2. 24kDa (RGS2)	0.03	4.8

CR2	CR2/CD21/C3d/Epstein-Barr virus receptor mRNA. complete cds. [M26004]	0.034	2.5

DNAJA1	DnaJ (Hsp40) homolog. subfamily A. member 1 (DNAJA1)	0.034	3.3

HSPA1L	Heat shock 70kDa protein 1-like (HSPA1L)	0.034	3.1

MICB	MHC class I polypeptide-related sequence B (MICB)	0.034	1.4

RACGAP1	Rac GTPase activating protein 1 (RACGAP1)	0.034	2.1

ZNF473	Zinc finger protein 473 (ZNF473). transcript variant 1	0.034	1.7

DNAJB12	DnaJ (Hsp40) homolog. subfamily B. member 12 (DNAJB12). transcript variant 1	0.035	1.6

HSP90AA1	Heat shock protein 90kDa alpha (cytosolic). class A member 1 (HSP90AA1) transcript variant 2	0.045	5.3

PPARBP	PPAR binding protein. mRNA (cDNA clone IMAGE:4822636). complete cds. [BC060758]	0.045	1.7

CCDC12	Coiled-coil domain containing 12 (CCDC12)	0.046	1.8

HSPA4L	Heat shock 70kDa protein 4-like (HSPA4L)	0.046	3.6

**15 Genes down-regulated following 17AAG treatment**			
**Gene name**	**Description**	**FDR**	**Fold Change**

PLK3	Polo-like kinase 3 (Drosophila) (PLK3)	0.025	5.8

TMEM129	Transmembrane protein 129 (TMEM129)	0.027	2.2

IER3	Immediate early response 3 (IER3). transcript variant short	0.032	8.7

CCND1	Cyclin D1 (CCND1)	0.034	5.5

JUNB	Jun B proto-oncogene (JUNB)	0.034	5

TSEN2	tRNA splicing endonuclease 2 homolog (S. cerevisiae) (TSEN2)	0.034	2.8

CCDC85B	Coiled-coil domain containing 85B (CCDC85B)	0.035	2.3

WDR4	WD repeat domain 4 (WDR4). transcript variant 2	0.035	2.5

RFC4	Replication factor C (activator 1) 4. 37kDa (RFC4). transcript variant 1	0.044	2.2

PYCRL	Pyrroline-5-carboxylate reductase-like (PYCRL)	0.045	2.9

SHMT2	Serine hydroxymethyltransferase 2 (mitochondrial) (SHMT2)	0.045	1.7

C6orf203	Chromosome 6 open reading frame 203 (C6orf203)	0.046	2.2

MAN1B1	Mannosidase. alpha. class 1B. member 1 (MAN1B1)	0.046	2.2

NFKBIA	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor. alpha (NFKBIA)	0.047	4.2

SFT2D3	SFT2 domain containing 3 (SFT2D3)	0.047	1.9

As expected, most of the 35 genes from the signature of response did not change upon treatment in the resistant cell lines. However, some members of the co-chaperone complex such as, *HSP90AA1, HSPA4L, HSPA8, DNAJA1 *and *CHORDC1 *showed induction following treatment, in the resistant MDA-MB-231 cell line, but not in T47 D cells (Figure 2B). 

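NFKBIA had the smallest p of the signature genes for a difference between the kinds of line, with a response of 0.40 in MDA-MB-231 and −0.10 in T47D against the fall in the sensitive lines (difference −2.02, limma unadjusted p = 0.00053). The mitotic genes UBE2C (0.04 in MDA-MB-231 and −0.24 in T47D, difference 1.41) and RACGAP1 (0.11 and −0.87, difference 1.49) stood near or below their controls in the resistant lines (limma unadjusted p = 0.00067 and 0.0021). ZNF587 and ZNF473 differed by 1.72 and 1.27 (limma unadjusted p = 0.00069 and 0.001), and over all probes each had an adjusted p of 1. JUNB stood at −1.00 in MDA-MB-231 and at 1.18 in T47D. Averaged over the 34 measured genes in the direction of the signature, the change was 1.34 ± 0.27 in the sensitive lines (SD, n = 6), 0.46 in MDA-MB-231 and −0.05 in T47D. Over 2-fold that way were 5 genes at 24 h and 6 at 48 h in MDA-MB-231 and 0 and 2 in T47D, against 10 to 25 in the samples of the sensitive lines. An exact permutation test over lines gave p = 0.0714, the smallest of 28 splits, on genes that were chosen in these sensitive lines. Tested as a difference in response, 0 probes of 34509 passed (limma, 739 at unadjusted p under 0.05), and of the 34 genes 0 passed, 13 adjusted over the list alone and 19 unadjusted, all 34 larger in the sensitive lines. As groups the 20 higher genes differed by 0.97 (camera adjusted p = 1.1e-23, 0.015 with an estimated correlation; 8 over the list alone) and the lower ones by −1.38 (6.8e-22 and 0.032; 6 over the list alone). The G2 and mitosis list differed by 1.06 (1.2e-24, 0.21 with an estimated correlation) and the NF-kB targets by −0.90 (7.1e-13 and 0.15), with line means of −0.11 and 0.04 in MDA-MB-231 and T47D (exact p = 0.0714).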

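HSP90AA1 stood at a log2 change of 2.55 at 24 h and 3.14 at 48 h in MDA-MB-231, and at −0.51 and 1.54 in T47D. HSPA8 stood at 2.67 and 1.95 in MDA-MB-231 and at 0.54 and 1.48 in T47D, so by 48 h both genes were over 2-fold higher in T47D too. DNAJA1 (1.36 and 1.56), HSPA4L (1.29 and 1.38) and CHORDC1 (1.28 and 1.24) were over 2-fold higher in MDA-MB-231 at both times. In T47D these 3 genes ranged from −0.45 to 0.49. The 40 heat shock genes averaged 0.77 in MDA-MB-231 and 0.27 in T47D against 1.05 ± 0.36 in the sensitive lines (SD, n = 6, exact permutation p = 0.143). The difference in response was 0.64 for HSPA8 (p = 0.25) and 0.82 for HSP90AA1 (p = 0.43, limma unadjusted), and for the list 0.54 (camera adjusted p = 1.2e-09, 0.15 with an estimated correlation). With 1 sample per line and time, values of a resistant line carry no error of their own.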

Interestingly, HSP90 and HSP70 induction are common markers of response to 17AAG. Indeed, HSP70 is one of the most commonly used pharmacodynamic markers of HSP90 inhibition in clinical trials nowadays. However, we have seen induction of the most common isoforms of HSP70, HSPA8 (HSC70) and HSP72, not only in sensitive cell lines but also in MDA-MB-231 resistant cell line. 

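HSPA1A, which codes for HSP72, stood at a log2 change of 3.19 at 24 h and 2.22 at 48 h in MDA-MB-231, on a control level of −3.20 log2 units against the reference. Among the sensitive lines its mean was 3.54 ± 2.26 (SD, n = 6, limma adjusted p = 0.14), led by Hs578T (6.00) and UACC3199 (5.27). The times differed most in the samples labelled MCF-7 (0.10 at 24 h, 8.08 at 48 h, with 3.27 and 4.31 on another probe) and MDA-MB-436 (4.34 and −4.73, with −0.01 and 1.06 on another probe), whose control levels were −4.95 and −0.63. HSPA1L, an HSP70 homologue, stood at 0.30 in MDA-MB-231 and 0.18 in T47D, between 0.60 (MCF-7) and 2.30 (Hs578T) in the sensitive lines, with a difference in response of 1.36 (unadjusted p = 0.0072). HSPA2, a further HSP70, stood at 0.11 and −0.80 in the resistant lines and at 0.65 ± 0.38 in the sensitive ones (limma adjusted p = 0.18, difference 0.99, unadjusted p = 0.017). Both differences had limma adjusted p of 1 over all probes. HSPA2 ranged over the sensitive lines from 0.15 (UACC3199) and 0.26 (MDA-MB-157), near MDA-MB-231, to 1.11 (HCC1937). Under the label MCF-7 HSPA2 stood at −0.49 at 24 h and 2.23 at 48 h. HSPA1L stood there at 0.32 at 24 h, near the 0.36 of MDA-MB-231 at that time, and at 0.89 at 48 h. The other 2 probes of HSPA1A gave 1.69 and 1.53 in MDA-MB-231, and differ from the first in HCC1937 at 48 h (−2.89 and −2.76 against 1.37).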

The induction of *HSP90, HSPA8 (HSC70) *and *HSP72 *in MDA-MB-231 cells was confirmed by QT-PCR and western blot (Figure 2C). We also analyzed by western blot other isoforms of HSP70, such as HSPA1L, which was part of the signature of response, and HSPA2 (Figure 2C). These two isoforms, in contrary to HSC70 and HSP72 were found exclusively induced in responsive cell lines upon treatment, suggesting that they could be better markers of sensitivity to 17AAG. Moreover, down or up-regulation of other differentially expressed genes from the molecular signature of response to 17AAG was also validated by QT-PCR (Additional file 1: Supplemental Figure S2).

### Validation of the signature of response in a tumor biopsy

To validate and investigate the significance of the obtained molecular signature of 17AAG response, a breast tumor biopsy from a patient with breast cancer was grown *in vitro *and treated with the same concentration used for tumor cell lines for 24 h and 48 h. Similarly to what was seen in cell lines [31], 17AAG produced in these primary tumor cells a growth inhibitory effect, with an arrest in G2/M phase of the cell cycle (Figure 3). Then, changes in the expression of a group of seven genes from the signature (*HSP90, HSPA8, DNAJA1, CHORDC1, DEDD2, HSPA4L *and *MICB*) were assessed by QT-PCR comparing with untreated cells. Significantly all these genes were confirmed to be 17AAG-responsive genes, also in this primary tumor.

**Figure 3:**
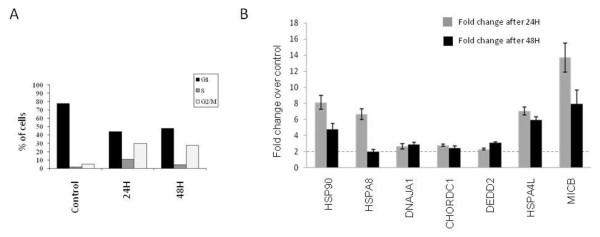
**Effect of HSP90 inhibition by 17AAG in a biopsy from a breast cancer patient**. A) Cell cycle analysis in untreated cells and cells treated with 17AAG for 24 H and 48 H, exhibiting G2/M arrest at both time points. B) Validation of a group of genes from the signature of response to 17AAG in the primary tumor cells. All these genes showed increased expression after treatment >2fold at 24 H or 48 H, as occurred in the sensitive cell lines.

### Transcriptional changes in HSP90 client proteins

The cellular response to 17AAG has a complex nature with effects including protein and transcriptional changes [25]. As the treatment with 17AAG has a global effect in the cell through depletion of client proteins, we were interested in analysing the subsequent changes induced by HSP90 inhibition at transcription level. We characterized the profile of transcriptional changes of the list of 168 well reported Hsp90 client proteins and interactors available on the Picard lab home page http://www.picard.ch/DP/DPhome.html. Since expression of HSP90 client proteins vary according to cell type, we have presented the data of HSP90 interactors' expression as differences in expression in treated cell lines versus their corresponding untreated cells. This analysis revealed that each cell line has an individual pattern of Hsp90 interactors' changes (Figure 4A). 

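The only client or interactor over 2-fold higher at every measured time in all 6 sensitive lines was CHORDC1. Beyond it each line had its own set, as HSPA8 qualified in 5 lines and the mitotic cyclin CCNB1, HSPA1A and PPID in 4. AHSA1, which activates the ATPase of HSP90, and HSP90AA1 qualified in 3. CACYBP, which brings targets to the ubiquitin ligase SIAH1, was over 2-fold higher in 2 lines, and the ephrin receptor EPHA2 and the interferon regulator IRF1 were lower in 2. PPID, EPHA2 and IRF1 were picked after their values were seen. Here 113 of 117 genes listed as clients or interactors were measured, since the paper's own list was not among the sources used. Over the sensitive lines the mean change of the list was 0.20, with 2 genes past limma adjusted p under 0.05 among all kept probes (HSPA8 and CHORDC1), 14 adjusted over the list alone, all higher, and 24 higher and 6 lower at unadjusted p under 0.05. CACYBP stood at 1.41 (adjusted p = 0.059) and SUGT1, a cochaperone of mitosis, at 0.93. As a group the camera adjusted p was 0.003, and 0.24 with an estimated correlation between genes.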

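The mean absolute log2 change over the 113 genes was 0.622 ± 0.127 in the 6 sensitive lines (SD), 0.288 in MDA-MB-231 and 0.447 in T47D. It was largest in Hs578T (0.810) and lowest in MDA-MB-157 (0.422), which lay below T47D. An exact permutation test over the 28 splits of the lines gave p = 0.143 for the difference of 0.254. Over all genes the same measure was 0.433 in the sensitive and 0.210 in the resistant lines, so the resistant lines varied less over all genes too. Clients were not tested against other genes. The signed response of the list differed by 0.15 (camera adjusted p = 0.027, 0.47 with an estimated correlation, and 0.081 without the 48 h samples labelled MCF-7 and MDA-MB-436). With 24 h alone for these 2 lines the difference in absolute change was 0.238 (exact permutation p = 0.143).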

As we expected, variations in the expression levels of genes coding for client proteins were much lower in resistant cell lines comparing to the sensitive ones (Figure 4A), suggesting that transcriptional changes of at least some client proteins could be taken into account to measure drug effectiveness.

**Figure 4:**
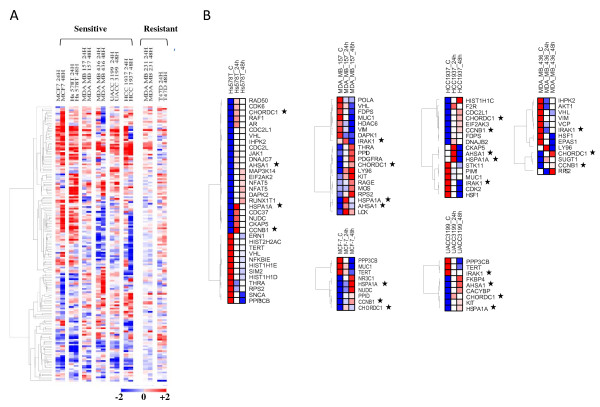
**Transcriptional changes of HSP90 clients**. A) Heatmap representing the differences in the mRNA expression found in the list of known HSP90 clients and interactors in treated breast cancer cell lines (increments over untreated cells in red, reductions in blue). Weaker variations in resistant cell lines are shown. B) Significant HSP90 client transcriptional changes in individual cell lines following 17AAG treatment. Genes for which mRNAs exhibited over 2-fold increase or reduction are shown for the different cell lines. Stars indicate genes commonly changing at least in four of the six cell lines.

To identify crucial differentially expressed HSP90 clients in each cell line, expression changes of >2 fold after treatment were obtained. Indeed, the sensitive cell lines showed a much higher number of HSP90 clients that differ following treatment, compared to the resistant cell lines. By selecting HSP90 interactors that change >2 fold at both time points, 24 h and 48 h following 17AAG, Hs578T cells showed 35 genes, MCF-7 showed 9 genes; MDA-MB-157 showed 20 genes; MDA-MB-436 showed 13 genes; HCC1937 showed 17 genes and UACC3199 showed 9 genes (Figure 4B), while the resistant cell lines, T47 D showed only 3 genes and in MDA-MB-231 only 2 genes changed. Moreover, there were only two HSP90 interactors commonly upregulated in all the sensitive cell lines: *HSPA1A (HSP72)*, the inducible isoform of HSP70, and *CHORDC1*. 

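In HCC1937 11 clients or interactors stood over 2-fold from the control at both times, among them HSPA8, CCNB1, CHORDC1 and, on its brightest probe alone, HSPA1A higher and the kinase IRAK1, which relays interleukin 1 and Toll signals to NF-kB, lower. MDA-MB-157 had 4, with AHSA1, CHORDC1 and HSPA1A higher, and UACC3199 had 11, with HSP90AA1 and CACYBP among 8 higher and IRAK1 among 3 lower. Under the label MDA-MB-436 the count was 11 (5 higher, 6 lower) and under the label MCF-7 9 (8 higher, 1 lower). Hs578T had 25 at 24 h, 23 of them higher, and 24 at both times in the authors' deposited table. The resistant lines had 5 (MDA-MB-231) and 3 (T47D). In 1000 simulations with no effect and the noise of technical replicates the count averaged 1.09, with 5 as the highest, which leaves out variation between cultures. Among lines with both times the count was 5.2 higher in sensitive lines (exact permutation p = 0.19 over 21 splits).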

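CHORDC1 ranged over the sensitive lines and times from a log2 change of 1.03 (MDA-MB-157 at 24 h) to 2.29 (UACC3199 at 24 h). HSPA1A was over 2-fold higher at every measured time in Hs578T, MDA-MB-157 and UACC3199, in HCC1937 on its brightest probe but not on its other 2, and at some time in all 6 lines. Under the label MCF-7 its brightest probe missed this at 24 h while the other 2 met it at both times (3.27 and 3.32 at 24 h), and under the label MDA-MB-436 none of the 3 probes met it at both times. For HSPA8, close behind, only MDA-MB-157 at 48 h (1.00) was not over 2-fold on the brightest probe. Another of its probes gave −2.02 in HCC1937 at 48 h, −2.45 under the label MDA-MB-436 at 24 h, and 0.92 and 0.53 in MDA-MB-157. The remaining probes of HSPA8 were over 2-fold higher in every sensitive line at every time.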

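In MDA-MB-231 5 clients or interactors were over 2-fold higher at both times, CACYBP, CHORDC1, HSP90AA1, HSPA1A and HSPA8, and none was lower. At 24 h these 5 were the only genes of the list over 2-fold, and at 48 h there were 8. HSP90AA1 and HSPA8 code for the cytosolic HSP90 and HSP70 themselves, so a list without chaperones would hold fewer.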

Interestingly, the resistant cell line MDA-MB-231 showed exactly these two genes *HSPA1A *and *CHORDC1 *upregulated at both time points with no other HSP90 interactor significantly changing its expression. 

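HSPA1A stood at a log2 change of 0.86 at 24 h and 2.25 at 48 h in T47D. Its other 2 probes gave 0.86 and 2.12, and 1.00 and 2.71. T47D thus stood over 2-fold higher on all 3 probes by 48 h, lower than the 5.28 of UACC3199 at that time. Over both times its 3 qualifying clients were the transcription kinase CDK9 and the kinase PDPK1, which activates AKT, higher, and a probe of SMYD3 lower, whose control spot was out of line with the other lines. CDK9, PDPK1 and SMYD3 were picked after their values were seen.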

Upregulation of *HSPA1A *was detected also in T47 D resistant cells only after 48 h post treatment.

In addition to *HSPA1A *and *CHORDC1*, other client protein transcripts expression such as *ASHA1 *and *CCNB1 *were commonly induced, and *IRAK1 *decreased, with the treatment in at least four of the six cell lines (Figure 4B).

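CCNB1, the cyclin that drives entry into mitosis, stood at a log2 change of 1.29 ± 0.60 over the sensitive lines (SD, n = 6, limma adjusted p = 0.092), highest in Hs578T (2.05) and HCC1937 (1.68) and lowest in MDA-MB-157 (0.36). AHSA1 stood at 0.98 ± 0.61 (0.15), with 2.13 at 24 h and −2.40 at 48 h in HCC1937 and 1.37 as mean in UACC3199. IRAK1 stood at −0.97 ± 1.56 (0.53), since it was lower in 4 lines (−3.28 under the label MDA-MB-436, −2.08 in HCC1937) and higher in Hs578T (0.57) and under the label MCF-7 (0.83). At every measured time CCNB1 was over 2-fold higher in 4 of the 6 lines, AHSA1 in 3, and IRAK1 over 2-fold lower in 3. At any time AHSA1 was over 2-fold higher in 6 lines and IRAK1 over 2-fold lower in 4. In the resistant lines IRAK1 stood at −0.30 (MDA-MB-231) and 0.64 (T47D).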

### Signaling Pathways related to resistance to 17AAG

It is well established that a major factor in resistance to 17-AAG is expression/activity of DT-diaphorase (NQO1), [34,35]. The resistant cell line, MDA-MB-231, has very low level of NQO1 [34], and it is likely to be the main cause of 17AAG resistance in this cells. In contrary, the other resistant cell line T47 D has higher levels of NQO1 and may have another, independent mode of resistance to 17AAG. Regardless of the intrinsic mode of resistance in the two cell lines, we investigate genes and pathways differentially modulated in responsive and resistant cells following treatment.

Differential expression profiling between resistant and sensitive cell lines after treatment was performed. As expected, large differences were found, with more than 1500 genes significantly changing (data not shown). Many of these differences could be attributed to the fact that sensitive treated cells represent arrested cells, while resistant cells are proliferating cells. 

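Treated resistant cells held more mRNA than treated sensitive cells for the secreted lectin ZG16B (log2 difference 4.26 ± 0.29, SE, limma adjusted p = 6.3e-06), the actin binding peptide TMSB4X (4.39 ± 0.66, 0.0037), the extracellular superoxide dismutase SOD3 (4.12 ± 0.68, 0.0053) and MLPH, a gene of luminal cells (4.09 ± 0.82, 0.015). They held less for CD109, a surface antagonist of TGF-beta (−3.57 ± 0.37, 0.0003), the membrane protein NETO2 (−3.74 ± 0.37, 0.00029), the growth factor FGF2 (−3.06 ± 0.47, 0.004) and the Wnt antagonist SFRP1 (−3.75 ± 0.83, 0.022). In all 1273 probes passed, 739 higher and 534 lower, with 6630 at unadjusted p under 0.05. Between the untreated cells these genes differed in the same direction, ZG16B by 3.98, TMSB4X by 2.45, CD109 by −3.72 and SFRP1 by −4.47. Of the 1273 probes, 1265 (99.4%) had the same sign between the controls, against 79.1% of all kept probes. This comparison takes the times of a line as separate samples, and in simulated data with 200 changed probes it called 920, of which 799 were unchanged. When cell line was a random block for its times, 56 probes passed (38 higher, 18 lower), and with 1 mean per line 11. Without the 48 h samples labelled MCF-7 and MDA-MB-436 815 passed, and with either resistant line left out 498 (T47D) or more. With technical replicates as separate arrays 1953 probes passed (1154 higher, 799 lower), and 249 (114 higher, 135 lower) when scan day was also a block.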

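The 32 genes of G2 and mitosis stood at a mean log2 difference of −0.86 between treated resistant and treated sensitive cells, with the kinesins KIF2C (−2.36, limma adjusted p = 0.021) and CENPE (−1.93, 0.031) past the threshold, both motors of chromosome alignment. Of this list 2 passed among all kept probes, 8 adjusted over the list alone and 17 unadjusted, all lower, with a camera adjusted p of 1.2e-07 and 0.56 with an estimated correlation between genes. The mRNAs of such genes are highest in G2 and mitosis, the phases in which the sensitive cells were reported to arrest. Replication genes averaged 0.03 over 42 genes (18 higher, 24 lower), with POLE2 higher (1.53, 0.027) and the clamp loader RFC1 lower (−1.08, 0.044). Histone genes stood 0.86 higher in the resistant cells (23 genes, 0 past adjusted p, 1 over the list alone, camera 0.00056, 0.77 with an estimated correlation). The immediate early gene JUN (2.41, 0.015) and the ERK phosphatase DUSP6 (2.89, 0.012) were higher in the resistant cells, and the list of MAPK and ERK output stood at 0.76 (2 genes past adjusted p, 3 over the list alone, camera 0.0031, 0.70 with an estimated correlation). That list rests on MDA-MB-231, since without this line its mean difference was 0.00. Heat shock genes stood at −0.63 (1 higher and 3 lower past adjusted p, 2 and 8 over the list alone, camera 0.0018, 0.35 with an estimated correlation). All resistant arrays were scanned on day 1, and with arrays separate and scan day as a block the G2 and mitosis list went from −0.83 to −0.34, the histone genes from 0.93 to 0.38 and the heat shock genes from −0.58 to −0.41, where the block leaves a comparison with MDA-MB-157 alone. The paper proposes that many of the differences could be attributed to arrested sensitive and proliferating resistant cells.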

In fact, significant number of these genes was involved in cellular metabolism.

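Glycolytic genes stood at a mean log2 difference of −0.54 over 22 genes in the treated resistant cells (5 lower past limma adjusted p among all kept probes, 5 lower over the list alone, and 7 lower and 1 higher unadjusted). They included the triose enzymes TPI1 (−2.13, adjusted p = 0.015) and GAPDH (−1.97, 0.021), the aldolase ALDOA (−1.04, 0.015) and the kinase PGK1 (−1.20, 0.020). As a group camera gave an adjusted p of 0.025, with 0.67 at an estimated correlation between genes and 0.053 without the 48 h samples labelled MCF-7 and MDA-MB-436. Genes of the citric acid cycle and oxidative phosphorylation averaged 0.05 over 53 genes (camera 0.71), with 26 higher and 27 lower. By fry mixed, which asks whether members differ in either direction, their adjusted p was 6.8e-08. The ATP synthase gene ATP5MC1 (2.26, 0.00043) and the complex I genes NDUFB8 (1.25, 0.0067) and NDUFA8 (1.48, 0.024) were higher, and the aconitase ACO2 was lower (−0.94, 0.018). Of serine, one-carbon and proline metabolism (0.04, camera 0.82), PYCR3 (2.17, 0.020) and SHMT2 (0.89, 0.040) were higher in the resistant cells. The response of that list was −0.42 in the sensitive lines (12 genes, 0 past adjusted p, 3 over the list alone, camera 0.00041, 0.10 with an estimated correlation, fry 0.021), with PYCR1 at −0.94 (0.067), and it differed from the resistant lines by −0.43 (camera 0.0011, 0.14 with an estimated correlation). Cholesterol synthesis stood at −0.20 (camera 0.60) with CYP51A1 lower (−1.73, 0.019), and nucleotide synthesis at −0.07 with the thymidylate kinase DTYMK higher (1.47, 0.042).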

Then, we tried to find whether there were significant signaling pathways that could be differentially expressed between treated sensitive and resistant cells. In order to obtain significant pathways, gene set enrichment analysis (GSEA) was performed. Because of the small number of samples this analysis did not show any pathways associated with 17AAG resistance with a FDR < 0.05. 

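Lists of genes were written after the 3 pathways from general knowledge and compared between treated resistant and treated sensitive cells. The CDMAC list, on the growth of macrophages through MAP kinases and with FOS, JUN and MYC among its members, ranked at the 60.5th percentile of 10000 random lists by mean absolute t, the NF-kB list at the 18th and the ATM list at the 31.9th. By fry mixed, which asks whether members differ in either direction and called 21 of the 33 lists here, adjusted p was 0.0035 for CDMAC, 0.041 for ATM and 0.059 for NF-kB. In the responses the CDMAC list stood at −0.44 in the sensitive lines (16 genes, camera adjusted p = 0.0089, 0.18 with an estimated correlation) and differed from the resistant lines by −0.42 (0.047, 0.23 with an estimated correlation). The NF-kB pathway list stood at −0.24 in the sensitive lines (22 genes, camera 0.045, 0.18 with an estimated correlation) and the ATM list, the kinase response to DNA breaks, at −0.14 (20 genes, camera 0.59). The 249 Biocarta sets themselves were not among the sources, so no GSEA was run and the FDR values were not recomputed.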

Even though the three top pathways more associated to 17AAG resistance included CDMAC pathway (FDR = 0.157), NF-κB pathway (FDR = 0.205) and ATM pathway (FDR = 0.246) (See Additional file 1: Supplemental Table S3, for a list of the top 10 pathways related to 17AAG resistant cells).

Additionally to the *in silico *pathway analysis, to look for differentially activated pathways following 17AAG treatment we have applied transcription factor-responsive luciferase reporter assays to resistant (T47 D, MDA-MB-231) and two sensitive cell lines (Hs578T, MCF-7). The latter quantitatively assesses the signal transduction pathway changes by measuring the activities of downstream transcription factors. By this method we evaluated activation of ten different cancer related pathways such as NOTCH, WNT, TGFβ, P53, cell cycle, MYC/MAX, NF-κB, MAPK/ERK, MAPK/JNK and HIF1.

Interestingly, the results revealed that NF-κB and MAPK/JNK pathway were found significantly activated in both resistant compared to the sensitive cell lines (Figure 5). Although below statistical significance, GSEA revealed NF-κB as one of the most relevant pathways associated to 17AAG resistance. The increased activity of the NF-κB, may indicate that this pathway plays an important role in cell survival upon treatment. Additionally, MAPK pathways could have also some role in the resistance to 17AAG, as MAPK/JNK was significantly activated in both resistant T47 D and MDA-MB-231 cell lines, and the MAPK/ERK was induced in T47 D. Cell cycle pathway was significantly activated only in MDA-MB-231 resistant cell line, what may reflect the higher proliferation status of these cells. Sensitive MCF-7 cells showed a critical reduction in the activity of all of the pathways, which correlate with the stop in proliferation and death induced after the treatment (Figure 5). The other sensitive cell line, Hs578T also showed inhibition of most of the pathways except NOTCH, TGF and Hypoxia pathway.

**Figure 5:**
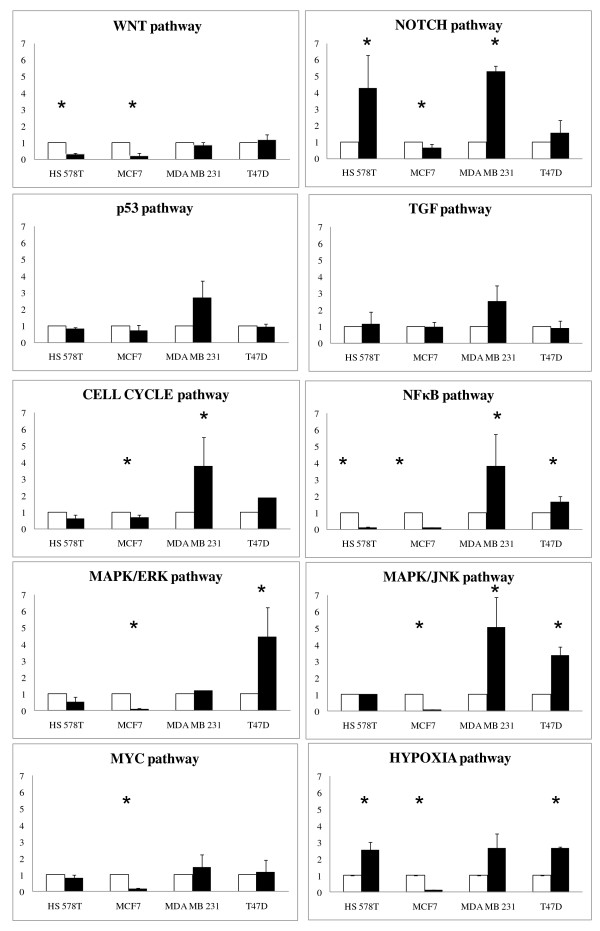
**Differential signaling pathway activation in resistant and sensitive breast cancer cells upon treatment with 17AAG**. Transfections were carried out in the sensitive (MCF-7 and Hs578T) and resistant (MDA MB 231 and T47D), cells with the reporter constructs for the typical cancer biology pathways: NOTCH, WNT, TGFβ, P53, cell cycle, MYC/MAX, NF-κB, MAPK/ERK, MAPK/JNK and HIF, followed by 17AAG or DMSO treatment. Dual-luciferase assay was performed, and promoter activity values are expressed as arbitrary units using a Renilla reporter for internal normalization. The experiment performed itself in triplicates was repeated at least twice of each cell line studied. The error bars represent standard deviation. Pathways significantly (p-value < 0.05) repressed or activated are marked with a star.

## Discussion

In an attempt to identify detailed molecular mechanisms of drug response and resistance to treatment with 17AAG we performed gene expression profiling of eight breast cancer cell lines treated with the drug. Although there are many studies analyzing the molecular effect of HSP90 inhibition, global expression changes after 17AAG in breast cancer have not been analyzed in-depth. In this study we examined the expression changes in the sensitive (MCF-7, MDA-MB-157, Hs578T, UACC3199, HCC1937, MDA-MB-436) and two resistant (MDA-MB-231, T47D) breast cancer cell lines to the HSP90 inhibitor, 17AAG.

Gene expression profiling after 17AAG, showed different number of 17AAG responsive genes associated to the different cell lines. As HSP90 inhibition results in degradation of client proteins, it is possible that intrinsic differences in the abundance of HSP90 clients in the cells cause subsequent transcriptional changes in a cell line dependent manner. Although it was clear that HSP90 inhibition produced cell line dependent changes we could not associate them to the fact that these cell lines belong to different molecular breast cancer subtypes. Since one of the resistant cell lines, MDA-MB-231, is reported to be basal B and the other, T47 D, as luminal, and the rest of the sensitive cell lines being all basal B except for MCF7 (luminal) and HCC 1937 (basal A) [36] it is likely that sensitivity to 17AAG is not connected to known breast cancer subtypes.

However, there were a group of genes commonly regulated in all sensitive cell lines upon treatment. We have identified a breast cancer associated molecular signature of response to 17AAG, consisting of 35 17AAG-responsive genes. This gene signature of 17AAG response included, similar as previously reported in other studies [24-26], members of the chaperon complex, *HSP90 *itself and *HSP70 (HSPA8)*. These changes were identified in a study done in an ovarian cancer cell line as likely on-target effects of the drug, which are induced as a direct consequence of HSP90 inhibition [25]. Importantly, HSP70 isoforms have been used as pharmacodynamic end point in clinical trials [27]. In addition to these chaperons, we also identified up-regulation of other members of heat shock response family such as *HSPA4L, HSPA1L, HSP40 (DNAJA1 *and *DNAJB12) *and in *CHORDC1*, another HSP90 binding protein. Interestingly, we found transcriptional induction of *HSP90, HSP70 (HSPA8) *and *HSPA4L *in one of the resistant cell lines analyzed, MDA-MB-231. Moreover, HSC70/HSPA8 and HSP72 induction was confirmed by western blot in these cells. The up-regulation after treatment of HSP90 and HSP70 (both HSC70 and HSP72) might suggest that HSP90 is inhibited at 500 nM 17AAG in both sensitive and MDA-MB-231 resistant cell line. Yet, the resistance in the MDA-MB-231cell lines might be caused by very low levels of NQO1, as reported previously [37]. HSC70 and HSP72 also have an antiapoptotic role [38], so their induction in MDA-MB-231 might also contribute to the 17AAG resistance in these cells. The other resistant T47 D cells seem not to show the induction of Hsp70 isoforms following treatment what could suggest lack of HSP90 target inhibition by 17AAG. Interestingly, T47 D cells have some expression of NQO1 and probably an alternative mechanism of resistance.

The analysis of a number of HSP70 isoforms by immunoblotting revealed, in addition to induction of HSC70 and HSP72, that some other HSP70 isoforms were also induced by 17AAG. Up-regulation of HSPA1L and HSPA2 were found in sensitive cells following exposure to 17AAG. However, they showed lack of induction in resistant MDA-MB-231 cells. We suggest that HSPA1L and HSPA2 could represent potential biomarkers to follow up the effectiveness of 17AAG in breast cancer, although the mechanism underlying this effect is still unclear.

Other genes from the signature also exhibiting increased expression in response to 17AAG were Rac GTP-ase activating protein (*RACGAP1*), ubiquitin conjugating enzyme E2C (*UBE2C*), zinc fingers proteins (*ZNF473, ZNF587*) and MHC class I antigen (*MICB*). These data are in line with previous work done on 17AAG treated ovarian cancer cell lines [25]. Additionally, in a recent microarray study of novel HSP90 inhibitor (IPI-504) in pancreatic cancer, Song and colleagues [26] identified similar class of up-regulated genes following treatment along with GTPase activating proteins, zinc finger proteins, heat shock proteins and ribosomal proteins.

There were also genes with decreased expression following HSP90 inhibition by 17AAG. Some of them clearly represent cell cycle regulators (*CCND1, PLK3*) and important proliferation signaling pathways mediators (*JUNB, NFKBIA*). The decreased expression of them might be a consequence of cell cycle arrest produced after 17AAG.

The fact that the expression changes seen in the primary tumor sample after treatment with 17AAG resembled the changes in cell lines, suggests that this set of genes would constitute a robust signature of response in breast cancer. Further studies in additional tumor biopsies are required to better establish the value of the biomarkers identified in this study.

Since effects of 17AAG are driven by HSP90 client proteins degradation, we were interested in studying whether protein depletion also results in transcriptional changes of known client proteins following treatment. Changes in the mRNA levels of a number of client proteins were evident in cell lines responsive to 17AAG, while resistant cell lines demonstrated insignificant variations in transcriptional levels of HSP90 interactors. This observation suggests that the use of transcriptional changes of HSP90 client proteins may facilitate the selection of potentially responsive patients to 17AAG therapy. It is known that client proteins are variable in different types of tumor [10]. It is reasonable then, to find cell line specific transcriptional changes profiles in the 17AAG sensitive cell lines. This finding could be of interest in order to define, in further studies, key client proteins for specific tumor subtypes, with potential clinical significance. In addition, consistently up or down-regulated HSP90 client transcripts following treatment were identified shared by some of the cell lines analyzed (*AHSA1*, *CCNB1, IRAK1)*, that could represent important HSP90 clients in breast cancer. It is clear that biological processes are regulated not only at transcriptional level, but also protein levels or posttranscriptional modifications of proteins are important when analyzing the effects of HSP90 inhibitors. However, mRNA changes could be helpful in order to evaluate the effect of the drug in clinical samples.

Mechanisms of resistance to 17AAG remain largely unknown. We analyze global expression changes after 17AAG occurring in resistant cells, to define genes or pathways commonly involved in insensitivity to this drug. The identification of pathways in relation to 17AAG resistance would be important to develop in future candidate treatments to be used in combination with 17AAG to induce growth inhibitory effects in the insensitive cell lines. Functional studies with the pathway-focused reporter assays shown significant up-regulation of NF-κB pathway in resistant cells after exposure to 17AAG. It is interesting that GSEA also showed NF-κB pathway as potentially involved in resistance to 17AAG. In addition, there are two other resistance associated pathways in the top-ten list that were related to inflammation/immune response (NTHI_PATHWAY and INFLAM_PATHWAY) (Additional file 1: Supplemental Table S3). Thus it is possible that resistant breast cancer cell lines make use of the inflammation/immune response machinery to evade cell cycle arrest or apoptosis after 17AAG treatment. NF-κB activation was already observed after treatment with cancer chemotherapeutic agents such as gemcitabine [39-41], thereby inducing resistance to apoptosis which results in poor clinical outcome. NF-κB is a ubiquitously expressed transcription factor that is involved in a wide spectrum of cellular functions including cell cycle control, stress adaptation, inflammation and control of apoptosis [42]. Activation of NF-κB has been implicated in the development of a number of human malignancies, and it appears to be important for the survival of cancer cells, as well as the conferring of more aggressive tumor phenotype and resistance to drug therapies [43-46]. Moreover, high basal levels of NF-kB have been related with resistance to gemcitabine in pancreatic carcinoma cell lines [41,45]. The finding of NF-kB pathway activation after 17AAG treatment significantly associated to resistant cell lines suggests that simultaneous use of anti-tumor agents that block NF-κB activity together with HSP90 inhibitors may have a greater therapeutic value. MAPK/JNK, and also MAPK/ERK pathway were activated in the resistance cell lines, suggesting these pathways may be important for survival of cells after 17AAG treatment.

In summary, in this study we have established a 35 gene-based molecular signature of response to 17AAG in breast cancer, which revealed novel pharmacodynamic markers of drug response. Secondly, we have defined transcriptional changes in known HSP90 client proteins, which may be useful to monitor drug efficacy and finally, we have identified signaling pathways differentially activated following 17AAG in resistant cell lines.

## Conclusions

This study confirms gene expression profiling as a useful tool in further understand molecular response to drugs and in the discovery of novel pharmacodynamic markers. By analyzing gene expression changes induced by 17AAG in breast cancer cells we have identified a novel breast cancer associated molecular signature of response to 17AAG, consisting of 35 17AAG-responsive genes which might be potential biomarkers of sensitivity to evaluate clinical response. Analysis of mRNA changes of known HSP90 clients demonstrated cell line specific patterns associated with responsive cells, so this approach could be useful for the follow up of treatment response and could facilitate the discovery of key clients. In addition, signaling pathways associated with resistance to 17AAG were found, such as induction in DNA-binding activity of NF-κB in resistant cells after treatment. The identification of pathways associated to resistance would enable the design of combined therapies to overcome 17AAG resistance.

## List of abbreviations

**17AAG**: 17-allyloamino-17-demethoxy-geldanamycin; **DMSO**: Dimethyl sulfoxide; **FDR**: False Discovery Rate; **GSEA**: Gene Set Enrichment Analysis; **QT-PCR**: Quantitative real-time Polymerase Chain Reaction.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MZ carried out hybridizations, participated in the analysis of results and have been involved in drafting the manuscript. GG gave support for the analysis and interpretation of microarray data and performed the statistical analysis. JB participated in the design of the study and analysis of results. BMD conception and design of the study, supervision of experiments and helped to draft the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/3/44/prepub

## Supplementary Material

Additional file 1 **Supplemental tables and figures**. Supplemental Table S1: Oligonucleotides used for quantitative RT-PCR to validate expression of the selected from microarray study. Supplemental Table S2: List of the antibodies used for western blot. Supplemental Table S3: Top-ten pathways more associated to resistance to 17AAG. Supplemental Figure S1: Unsupervised clustering showed that samples mostly grouped by cell line. Some samples have technical replicates (marked with a star). Supplemental Figure S2: QT-PCR measurements of selected genes from the signature, confirmed the down regulation of five genes from the molecular signature (*CYCLIN D1, JUNB, TMEM129, PLK3, NFKBIA*) and up-regulation of *UBE2C *after treatment. Click here for file

## References

[B1] EcclesSAMasseyARaynaudFISharpSYBoxGValentiMPattersonLde Haven BrandonAGowanSBoxallFNVP-AUY922: a novel heat shock protein 90 inhibitor active against xenograft tumor growth, angiogenesis, and metastasisCancer Res20086882850286010.1158/0008-5472.CAN-07-525618413753

[B2] ChiosisGTimaulMNLucasBMunsterPNZhengFFSepp-LorenzinoLRosenNA small molecule designed to bind to the adenine nucleotide pocket of Hsp90 causes Her2 degradation and the growth arrest and differentiation of breast cancer cellsChem Biol20018328929910.1016/S1074-5521(01)00015-111306353

[B3] NeckersLHeat shock protein 90 inhibition by 17-allylamino-17- demethoxygeldanamycin: a novel therapeutic approach for treating hormone-refractory prostate cancerClin Cancer Res20028596296612006507

[B4] ModiSStopeckATGordonMSMendelsonDSolitDBBagatellRMaWWhelerJRosenNNortonLCombination of trastuzumab and tanespimycin (17-AAG, KOS-953) is safe and active in trastuzumab-refractory HER-2 overexpressing breast cancer: a phase I dose-escalation studyJ Clin Oncol200725345410541710.1200/JCO.2007.11.796018048823

[B5] Caldas-LopesECerchiettiLAhnJHClementCCRoblesAIRodinaAMoulickKTaldoneTGozmanAGuoYHsp90 inhibitor PU-H71, a multimodal inhibitor of malignancy, induces complete responses in triple-negative breast cancer modelsProc Natl Acad Sci USA2009106208368837310.1073/pnas.090339210619416831PMC2688867

[B6] BaoRLaiCJQuHWangDYinLZifcakBAtoyanRWangJSamsonMForresterJCUDC-305, a novel synthetic HSP90 inhibitor with unique pharmacologic properties for cancer therapyClin Cancer Res200915124046405710.1158/1078-0432.CCR-09-015219509149

[B7] MaloneyAWorkmanPHSP90 as a new therapeutic target for cancer therapy: the story unfoldsExpert Opin Biol Ther20022132410.1517/14712598.2.1.311772336

[B8] NeckersLHeat shock protein 90: the cancer chaperoneJ Biosci200732351753010.1007/s12038-007-0051-y17536171

[B9] YanoMNaitoZTanakaSAsanoGExpression and roles of heat shock proteins in human breast cancerJpn J Cancer Res1996879908915887845210.1111/j.1349-7006.1996.tb02119.xPMC5921196

[B10] GrbovicOMBassoADSawaiAYeQFriedlanderPSolitDRosenNV600E B-Raf requires the Hsp90 chaperone for stability and is degraded in response to Hsp90 inhibitorsProc Natl Acad Sci USA20061031576210.1073/pnas.060997310316371460PMC1325013

[B11] ShimamuraTLowellAMEngelmanJAShapiroGIEpidermal growth factor receptors harboring kinase domain mutations associate with the heat shock protein 90 chaperone and are destabilized following exposure to geldanamycinsCancer Res200565146401640810.1158/0008-5472.CAN-05-093316024644

[B12] da Rocha DiasSFriedlosFLightYSpringerCWorkmanPMaraisRActivated B-RAF is an Hsp90 client protein that is targeted by the anticancer drug 17-allylamino-17-demethoxygeldanamycinCancer Res20056523106861069110.1158/0008-5472.CAN-05-263216322212

[B13] BlagosklonnyMVHsp-90-associated oncoproteins: multiple targets of geldanamycin and its analogsLeukemia200216445546210.1038/sj.leu.240241511960322

[B14] KamalAThaoLSensintaffarJZhangLBoehmMFFritzLCBurrowsFJA high-affinity conformation of Hsp90 confers tumour selectivity on Hsp90 inhibitorsNature2003425695640741010.1038/nature0191314508491

[B15] MitsiadesCSMitsiadesNSMcMullanCJPoulakiVKungALDaviesFEMorganGAkiyamaMShringarpureRMunshiNCAntimyeloma activity of heat shock protein-90 inhibitionBlood200610731092110010.1182/blood-2005-03-115816234364PMC1895907

[B16] SenjuMSueokaNSatoAIwanagaKSakaoYTomimitsuSTominagaMIrieKHayashiSSueokaEHsp90 inhibitors cause G2/M arrest associated with the reduction of Cdc25C and Cdc2 in lung cancer cell linesJ Cancer Res Clin Oncol2006132315015810.1007/s00432-005-0047-716283383PMC12161051

[B17] SchwockJPhamNACaoMPHedleyDWEfficacy of Hsp90 inhibition for induction of apoptosis and inhibition of growth in cervical carcinoma cells in vitro and in vivoCancer Chemother Pharmacol200861466968110.1007/s00280-007-0522-817579866

[B18] WilliamsCRTabiosRLinehanWMNeckersLIntratumor injection of the Hsp90 inhibitor 17AAG decreases tumor growth and induces apoptosis in a prostate cancer xenograft modelJ Urol20071784 Pt 11528153210.1016/j.juro.2007.05.12017707057

[B19] SolitDBOsmanIPolskyDPanageasKSDaudAGoydosJSTeitcherJWolchokJDGerminoFJKrownSEPhase II trial of 17-allylamino-17-demethoxygeldanamycin in patients with metastatic melanomaClin Cancer Res200814248302830710.1158/1078-0432.CCR-08-100219088048PMC2629404

[B20] LewinDAWeinerMPMolecular biomarkers in drug developmentDrug Discov Today200492297698310.1016/S1359-6446(04)03272-615539141

[B21] RolanPAtkinsonAJJrLeskoLJUse of biomarkers from drug discovery through clinical practice: report of the Ninth European Federation of Pharmaceutical Sciences Conference on Optimizing Drug DevelopmentClin Pharmacol Ther200373428429110.1016/S0009-9236(02)17625-912709718

[B22] DanceyJEDobbinKKGroshenSJessupJMHruszkewyczAHKoehlerMParchmentRRatainMJShankarLKStadlerWMGuidelines for the development and incorporation of biomarker studies in early clinical trials of novel agentsClin Cancer Res1661745175510.1158/1078-0432.CCR-09-216720215558

[B23] KulasingamVDiamandisEPStrategies for discovering novel cancer biomarkers through utilization of emerging technologiesNat Clin Pract Oncol200851058859910.1038/ncponc118718695711

[B24] ClarkePAHosteinIBanerjiUStefanoFDMaloneyAWaltonMJudsonIWorkmanPGene expression profiling of human colon cancer cells following inhibition of signal transduction by 17-allylamino-17-demethoxygeldanamycin, an inhibitor of the hsp90 molecular chaperoneOncogene200019364125413310.1038/sj.onc.120375310962573

[B25] MaloneyAClarkePANaaby-HansenSSteinRKoopmanJOAkpanAYangAZvelebilMCramerRStimsonLGene and protein expression profiling of human ovarian cancer cells treated with the heat shock protein 90 inhibitor 17-allylamino-17-demethoxygeldanamycinCancer Res20076773239325310.1158/0008-5472.CAN-06-296817409432

[B26] SongDChaerkadyRTanACGarcia-GarciaENalliASuarez-GauthierALopez-RiosFZhangXFSolomonATongJAntitumor activity and molecular effects of the novel heat shock protein 90 inhibitor, IPI-504, in pancreatic cancerMol Cancer Ther20087103275328410.1158/1535-7163.MCT-08-050818852131

[B27] BanerjiUO'DonnellAScurrMPaceySStapletonSAsadYSimmonsLMaloneyARaynaudFCampbellMPhase I pharmacokinetic and pharmacodynamic study of 17-allylamino, 17-demethoxygeldanamycin in patients with advanced malignanciesJ Clin Oncol200523184152416110.1200/JCO.2005.00.61215961763

[B28] BenjaminiYDraiDElmerGKafkafiNGolaniIControlling the false discovery rate in behavior genetics researchBehav Brain Res20011251-227928410.1016/S0166-4328(01)00297-211682119

[B29] Glez-PenaDGomez-LopezGPisanoDGFdez-RiverolaFWhichGenes: a web-based tool for gathering, building, storing and exporting gene sets with application in gene set enrichment analysisNucleic Acids Res200937 Web ServerW32933410.1093/nar/gkp26319406925PMC2703947

[B30] HuZFanCLivasyCHeXOhDSEwendMGCareyLASubramanianSWestRIkpattFA compact VEGF signature associated with distant metastases and poor outcomesBMC Med20097910.1186/1741-7015-7-919291283PMC2671523

[B31] ZajacMMoneoMVCarneroABenitezJMartinez-DelgadoBMitotic catastrophe cell death induced by heat shock protein 90 inhibitor in BRCA1-deficient breast cancer cell linesMol Cancer Ther2008782358236610.1158/1535-7163.MCT-08-032718723483

[B32] AmundsonSABittnerMChenYTrentJMeltzerPFornaceAJJrFluorescent cDNA microarray hybridization reveals complexity and heterogeneity of cellular genotoxic stress responsesOncogene199918243666367210.1038/sj.onc.120267610380890

[B33] FambroughDMcClureKKazlauskasALanderESDiverse signaling pathways activated by growth factor receptors induce broadly overlapping, rather than independent, sets of genesCell199997672774110.1016/S0092-8674(00)80785-010380925

[B34] KellandLRSharpSYRogersPMMyersTGWorkmanPDT-Diaphorase expression and tumor cell sensitivity to 17-allylamino, 17-demethoxygeldanamycin, an inhibitor of heat shock protein 90J Natl Cancer Inst199991221940194910.1093/jnci/91.22.194010564678

[B35] GasparNSharpSYPaceySJonesCWaltonMVassalGEcclesSPearsonAWorkmanPAcquired resistance to 17-allylamino-17-demethoxygeldanamycin (17-AAG, tanespimycin) in glioblastoma cellsCancer Res20096951966197510.1158/0008-5472.CAN-08-313119244114PMC2652695

[B36] NeveRMChinKFridlyandJYehJBaehnerFLFevrTClarkLBayaniNCoppeJPTongFA collection of breast cancer cell lines for the study of functionally distinct cancer subtypesCancer Cell200610651552710.1016/j.ccr.2006.10.00817157791PMC2730521

[B37] HanYShenHCarrBIWipfPLazoJSPanSSNAD(P)H:quinone oxidoreductase-1-dependent and -independent cytotoxicity of potent quinone Cdc25 phosphatase inhibitorsJ Pharmacol Exp Ther20043091647010.1124/jpet.103.05947714718602

[B38] PowersMVClarkePAWorkmanPDual targeting of HSC70 and HSP72 inhibits HSP90 function and induces tumor-specific apoptosisCancer Cell200814325026210.1016/j.ccr.2008.08.00218772114

[B39] SteinerTJunkerUHenzgenBNuskeKDurumSKSchubertJInterferon-alpha suppresses the antiapoptotic effect of NF-kB and sensitizes renal cell carcinoma cells in vitro to chemotherapeutic drugsEur Urol200139447848310.1159/00005248911306890

[B40] LindDSHochwaldSNMalatyJRekkasSHebigPMishraGMoldawerLLCopelandEMMackaySNuclear factor-kappa B is upregulated in colorectal cancerSurgery2001130236336910.1067/msy.2001.11667211490372

[B41] Hernandez-VargasHRodriguez-PinillaSMJulian-TenderoMSanchez-RoviraPCuevasCAntonARiosMJPalaciosJMoreno-BuenoGGene expression profiling of breast cancer cells in response to gemcitabine: NF-kappaB pathway activation as a potential mechanism of resistanceBreast Cancer Res Treat2007102215717210.1007/s10549-006-9322-917039268

[B42] BiswasDKShiQBailySStricklandIGhoshSPardeeABIglehartJDNF-kappa B activation in human breast cancer specimens and its role in cell proliferation and apoptosisProc Natl Acad Sci USA200410127101371014210.1073/pnas.040362110115220474PMC454178

[B43] DongGChenZKatoTVan WaesCThe host environment promotes the constitutive activation of nuclear factor-kappaB and proinflammatory cytokine expression during metastatic tumor progression of murine squamous cell carcinomaCancer Res199959143495350410416616

[B44] ArltAGrobeOSiekeAKruseMLFolschURSchmidtWESchaferHExpression of the NF-kappa B target gene IEX-1 (p22/PRG1) does not prevent cell death but instead triggers apoptosis in Hela cellsOncogene2001201697610.1038/sj.onc.120406111244505

[B45] ArltAGehrzAMuerkosterSVorndammJKruseMLFolschURSchaferHRole of NF-kappaB and Akt/PI3K in the resistance of pancreatic carcinoma cell lines against gemcitabine-induced cell deathOncogene200322213243325110.1038/sj.onc.120639012761494

[B46] BiswasDKMartinKJMcAlisterCCruzAPGranerEDaiSCPardeeABApoptosis caused by chemotherapeutic inhibition of nuclear factor-kappaB activationCancer Res200363229029512543776

# Supplementary material for: Molecular signature of response and potential pathways related to resistance to the HSP90 inhibitor, 17AAG, in breast cancer
**Source:** BMC Med Genomics. 2010 Oct 4;3:44. doi: 10.1186/1755-8794-3-44
**Supplement:** Additional file 1 — Supplemental tables and figures. Supplemental Table S1: Oligonucleotides used for quantitative RT-PCR to validate expression of the selected from microarray study. Supplemental Table S2: List of the antibodies used for western blot. Supplemental Table S3: Top-ten pathways more associated to resistance to 17AAG. Supplemental Figure S1: Unsupervised clustering showed that samples mostly grouped by cell line. Some samples have technical replicates (marked with a star). Supplemental Figure S2: QT-PCR measurements of selected genes from the signature, confirmed the down regulation of five genes from the molecular signature (CYCLIN D1, JUNB, TMEM129, PLK3, NFKBIA) and up-regulation of UBE2C after treatment.

**ADDITIONAL FILE 1.**

**Supplemental Table S1.** Oligonucleotides used for quantitative RT-PCR to validate expression of the selected from microarray study.

|  |  |
| --- | --- |
| Gene name | Primer pair sequence |
| CCND1 | Left Primer gaagatcgtcgccacctg |
|  | Right Primer gacctcctcctcgcacttct |
| JUNB | Left Primer atacacagctacgggatacgg |
|  | Right Primer gctcggtttcaggagtttgt |
| NFKBIA | Left Primer gtcaaggagctgcaggagat |
|  | Right Primer gatggccaagtgcaggaa |
| PLK3 | Left Primer gaaggtgggggattttgg |
|  | Right Primer gggtgccacagatggtct |
| TMEM129 | Left Primer cagcaccaaccctgctgt |
|  | Right Primer ggtcttcaccagcttcacg |
| UBE2C | Left Primer ctggaaaaaccccacagc |
|  | Right Primer aaaagacgacacaaggacagg |

|  |  |
| --- | --- |
| Gene name | Primer pair sequence |
| RGS2 | Left Primer caaacagcaagctttcatcaag |
|  | Right Primer cctgaatgcagcaagacca |
| CHORDC1 | Left Primer gccagtagaagcaataaaaagacc |
|  | Right Primer tgatgacagtttaagtttatcaagtgc |
| DEDD2 | Left Primer accccagcagcagtcaga |
|  | Right Primer ctcgcagtactctgctcgaa |
| DNAJA1 | Left Primer ccatggtgaaggagaccaa |
|  | Right Primer catgaaaaggtcttctcctcgt |
| DNAJB12 | Left Primer tccacccagacaagaaccac |
|  | Right Primer cgcatatgctgtgccaat |
| HSP90AA1 | Left Primer gatgatgagcagtacgcttgg |
|  | Right Primer cttttgttccacgacccatag |
| HSPA1L | Left Primer agggagcccccacctact |
|  | Right Primer gattcccttggcagtagcc |
| HSPA4L | Left Primer cctcttttgaagatggaagtgg |
|  | Right Primer tggttccttcttgtggaaagtaa |
| HSPA8 | Left Primer tttttgtggcttccttcgtt |
|  | Right Primer tcccttggacatggttgc |
| MICB | Left Primer ctgagaaggtggcgacgta |
|  | Right Primer cgaagactgtggggctca |
|  |  |

**Supplemental Table S2**: Description of antibodies used for western blotting

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| **Name** | **Clone** | **Host** | **Dilution** | **Provider** |
| Hsp70 | W27 | Mouse | 1/500 | Santa Cruz Biotechnology |
| Hspa2 | ab55290 | Mouse | 1/500 | Abcam |
| Hspa1L | 7HG | Mouse | 1/200 | AbNova |
| Hsc70 | N27F3-4 | Mouse | 1/1000 | Stressgen |
| Hsp72 | C92F3A-5 | Mouse | 1/1000 | Stressgen |
| GAPDH | 220/EG3 | Mouse | 1/50 | Monoclonal Antibody Unit, CNIO |
|  |  |  |  |  |

**Supplemental Table S3. List of pathways more associated to resistance to 17AAG after GSEA.**

| **NAME** | **Description ( from Molecular Signatures database)** | **FDR q-val** |
| --- | --- | --- |
| CDMAC_PATHWAY | Cadmium 2+ promotes cell proliferation in cultured macrophages by entering the cell via calcium channels and activating the MAP kinase pathway. | 0.157 |
| NFKB_PATHWAY | Inactive nuclear factor kB (NF-kB) is inhibited by the IkB family in the cytoplasm; active NF-kB is localized in the nucleus and regulates transcription of a variety of genes | 0.204 |
| ATM_PATHWAY | The tumor-suppressing protein kinase ATM responds to radiation-induced DNA damage by blocking cell-cycle progression and activating DNA repair | 0.245 |
| CHREBP_PATHWAY | Carbohydrate responsive element binding protein (chREBP) is a transcription factor inhibited by cAMP and activated by high carbohydrate levels | 0.250 |
| NTHI_PATHWAY | Hemophilus influenzae infections activate NF-kB via several pathways, inducing the inflammatory response. | 0.257 |
| INFLAM_PATHWAY | Interleukins and TNF serve as signals to coordinate the inflammatory response, in which macrophages recruit and activate neutrophils, fibroblasts, and T cells. | 0.329 |
| WNT_PATHWAY | The Wnt glycoprotein binds to membrane-bound receptors such as Frizzled to activate a number of signaling pathways, including that of beta-catenin | 0.397 |
| CCR5_PATHWAY | CCR5 is a G-protein coupled receptor expressed in macrophages that recognizes chemokine ligands and is targeted by the HIV envelope protein GP120 | 0.440 |
| CARDIACEGF_PATHWAY | Cardiac hypertrophy, a response to high blood pressure, is stimulated by GPCR ligands such as angiotensin II that activate the EGF pathway | 0.468 |
| VIP_PATHWAY | Apoptosis of activated T cells is inhibited by vasoactive intestinal peptide (VIP) and its relative PACAP | 0.480 |

**Supplemental Figure S1. Unsupervised cluster with more than 20000 genes of all control and treated, 24h and 48h, samples.** Samples mostly grouped by cell line. Some samples have technical replicates (marked with a star).

**Supplemental Figure S2.** **Validation of the molecular signature of response to 17-AAG**. QT-PCR measurements of selected genes from the signature, confirmed the down regulation of five genes from the molecular signature (*CYCLIN D1, JUNB, TMEM129, PLK3, NFKBIA*) and up-regulation of *UBE2C* after treatment.

How the deposited data were processed for this re-analysis (not part of the article)

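The series holds 30 arrays of 8 breast cancer cell lines, of which 29 have a scanner file written by Feature Extraction 9.5.3 with 45015 features per array, 43376 of them not controls. From each file the mean spot and median background intensity of the red channel (Cy5, cell line) and of the green channel (Cy3, Universal Human Reference RNA) were taken, and these are the intensity values the authors deposited, not log-transformed. The value table that the authors deposited holds log2 ratios of Cy5 to Cy3. Its values correlated with those computed here at 0.9994 to 0.9996, in the same direction, with a slope of 1.03 to 1.04. Columns of other kinds in the deposited scanner files, such as flags and positions, served only to mark spots. The 48 h sample of Hs578T stands only in the deposited table.

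Spots marked as non-uniform outliers were left out, and copies of a probe on an array were averaged. Background was corrected with normexp (offset 50), loess was applied within arrays and quantile normalization between arrays, all in limma 3.58.1 with R 4.3.3 (statmod 1.5.0 for random blocks). Of 41000 probes, 39535 had no missing value, and 34509 of these were well above background in Cy5 on at least 6 arrays and were kept. Technical replicates of a condition were averaged, which left 24 conditions less the 48 h sample of Hs578T. No batch term stood in the main settings.

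Probes were named through the accession in the array's annotation (23434), the symbol (2317) or a synonym (1043), and 14206 probes had no gene name. A gene with several probes (6887 of 17519) was represented by its brightest probe over all arrays.

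The comparisons were limma fits with Benjamini-Hochberg adjustment over all kept probes and a threshold of 0.05. The signature compared all 11 treated with all 6 control samples of sensitive lines, after the paper, and without a block, on which the paper gives no detail. The response within lines took 1 mean difference from its own control per sensitive line (n = 6), and the difference in response compared 6 sensitive with 2 resistant lines. Treated resistant samples (4) were compared with treated sensitive samples (11). Measures per line were compared by exact permutation over the 28 splits of 8 lines, or by exact sign flips, all tests two-sided. Probes over 2-fold are those with an absolute log2 change over 1.

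For gene groups, 33 lists were written down before the values were read. The higher and the lower genes of the paper's signature were lists among them, and the others came from general knowledge. Each was tested with camera at a correlation of 0.01 between genes, again with the correlation estimated, and with fry, adjusted over the 33 lists. Single members were adjusted over all kept probes and over the list alone, and 23 members had no kept probe. The lists named after Biocarta pathways are approximations, and the client list holds 117 genes.

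Genes were named by rule. These are the genes of the paper's signature and the other genes the paper names, up to 10 genes per direction past the threshold of a comparison with the largest change, the 5 largest changes per direction shared by both times in a resistant line, and up to 4 members of each list with the smallest p. XIST and genes of the Y chromosome were left out before this choice. Genes outside the rule are said to be picked after their values were seen.

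On simulated data with 100 probes changed by a log2 of 1 and 100 by 2, the signature comparison recovered 24 and 67 with 0 false calls of 91, the comparison within lines 51 and 91 with 10 false of 152, and the difference in response 0 and 40 with 4 false of 44. With 1 mean per line, resistant against sensitive recovered 0 and 25 with 0 false. Except in resistant against sensitive, the simulated times of a line held the same values. In a simulation where only heat shock genes changed, camera called that list and 0 others that share no member with it.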

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

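The tests of the 48 h arrays labelled MCF-7 and MDA-MB-436 and those of HCC1937 were chosen after the data were seen, while the tests of splits, baseline and scan day were written before.

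The arrays labelled MCF-7 48 h and MDA-MB-436 48 h resembled the control of the other line. The lowest median place of the 3 arrays was 0.918, where 0 is the labelled line and 1 the other, which is what exchanged labels of the 48 h samples of these lines predict. A shared slide or scan day is excluded, since the 2 arrays that lie on a slide with the control of their own line still stood at 0.918 or above. A response to the drug is excluded, since the other 5 lines' 48 h samples reached at most 0.114 toward any line. Whether RNA, hybridizations or names were exchanged was not tested.

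The 1273 probes between treated resistant and treated sensitive lines stood mostly before treatment. The median ratio of the control difference to the treated difference was 0.74 over these probes, which is consistent with differences between the lines and not with a response to the drug alone. Scan day 1, which holds every resistant array, is excluded as the whole cause, since samples of MDA-MB-157 measured on days 1 and 2 differed by a share of 0.207 of the median difference in the direction of the calls. It is not excluded as a part.

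HCC1937 had a large share of probes over 2-fold at 48 h and dim treated arrays. On probes well above background on every array the share was 27.55%, so it did not come from dim spots alone. Every line had a higher share on these probes than on all kept ones, so the rule of this test was met by every line. The quality of the treated arrays is therefore not excluded for this line. The scan day of its controls cannot be told apart from treatment, since 0 scan days hold both a control and a treated array of HCC1937.

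Under the main processing, no other split gave as large a count within lines, at 24 h, or for the signature against exchanges within lines. The splits were not run under other processing, and on Agilent processed signals 0 probes passed within lines and 1 at 24 h. Except at 24 h, these splits hold the doubted 48 h samples as labelled. For treated resistant against treated sensitive samples the splits cannot decide. Within lines 1 of 32 sign flips reached 41 (highest other 0), and at 24 h 1 of 32 reached 19 (highest other 0). For both, 1 of 32 is the lowest share that the flips allow. The signature count of 11 was reached by 1 of 100 drawn exchanges within lines, the real one (highest other 0). Of 100 drawn free splits it was reached by 4, with 355 as the highest other and 96 at 0, and a split with many times the real count points to a structure of the samples, the cell lines, that this unblocked comparison leaves in. Between treated resistant and sensitive samples 1 of 100 drawn splits reached 1273, the real one (highest other 474, 88 at 0). Such splits separate the times of a line, which the real one keeps together, so they do not exclude chance between lines. Of the 28 ways to set 2 lines against 6, 1 reached 1273, the resistant pair, but Hs578T and UACC3199 gave 1239 and 10 pairs gave 0. Each of those 10 pairs holds MCF-7 or MDA-MB-436 without the other, the lines whose 48 h samples are doubted.

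In 95 groups of lines 10 held a single line apart by Dixon's rule at the 5% level, where 4.8 are expected by chance (about 1 in 20). Among responses these were the histone genes in Hs578T (−0.94), ribosome biogenesis in MCF-7 (0.22), NKG2D ligands in HCC1937 (0.75), DEDD2 in Hs578T (1.53), RGS2 in UACC3199 (−0.31) and WDR4 in Hs578T (−2.62). Among control levels they were TBC1D10C (0.05) and MMP1 (7.83) in MDA-MB-231 and SMYD3 (5.90) and ATXN3 (5.75) in T47D. The genes of these control levels were picked for a large change from that same control, so the rate of 1 in 20 does not hold for them. The SMYD3, ATXN3 and TBC1D10C changes in these lines rest on that single control spot, as other probes of SMYD3 and ATXN3 showed no such change (−0.29, and −0.11 and −0.09, against −7.56 and −4.77). The causes were not tested.

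Groups whose response differed between sensitive and resistant lines were heat shock (0.54), clients (0.15), G2 and mitosis (1.06), immediate early genes (−0.79), MAPK and ERK output (−0.89), NF-kB targets (−0.90), the CDMAC list (−0.42) and serine, one-carbon and proline metabolism (−0.43). With an estimated correlation none of these passed. Lists that passed with camera in the sensitive lines and that the paper does not test on the arrays were TRiC (0.51), endoplasmic reticulum stress (−0.28), G2 and mitosis (0.90), DNA replication (−0.23), immediate early genes (−0.87), MAPK and ERK output (−1.06), glycolysis (−0.21), serine metabolism (−0.42), nucleotide synthesis (−0.30) and ribosome biogenesis (−0.16). All of these calls were lost with an estimated correlation, while fry called G2 and mitosis (adjusted p = 0.042), serine metabolism (0.021) and nucleotide synthesis (0.029). Whether the mitotic mRNA follows arrest in G2 and mitosis was not tested.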

How the results depend on the processing

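The settings without the 48 h samples labelled MCF-7 and MDA-MB-436 and with scan day as a block were chosen after the data were seen, and the others were planned. Of the values for whole comparisons 225 stayed and 72 moved. Of those for single genes and lists 3502 stayed, 555 were weaker, 80 stronger, 233 moved and 5 changed sign.

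The signature of response (11 probes) gave 0 on Agilent processed signals, 7 without background correction, 7 with loess only or with Aquantile, 5 on the 20374 probes with the largest SD and 0 without Hs578T and HCC1937, whose controls lie on other slides. It gave 112 with cell line as replicate block, 131 with slide as a random block, 82 with technical replicates as separate arrays, 2 with 24 h only, 0 with 48 h only and 0 with trend=TRUE. Without the 48 h samples labelled MCF-7 and MDA-MB-436 it gave 5, and 140 with cell line as replicate block. Leaving out 1 sensitive line gave at most 2. Leaving out a resistant line, which is not in this comparison, left the count at 11.

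The response within lines (41) gave 0 on processed signals, 0 without background correction, 3 with loess only or Aquantile, 105 on probes well above background on every array, 96 on the probes with the largest SD and 0 without Hs578T and HCC1937. It gave 5 with no replicate block, 0 with the first-numbered array only and 0 within slides, where 4 lines remain. Leaving out a resistant line, which is not in this comparison, left the count at 41. With any sensitive line left out, nearly all calls were lost.

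The 24 h response (19) gave 1 on processed signals, 12 without background correction, 2 with no filter on dim probes, 56 on probes well above background on every array and 0 without Hs578T and HCC1937. Leaving out 1 line gave 0 to 19, where 19 is also the count without a resistant line, which is not in this comparison. The response of sensitive minus resistant lines (0) gave 0 to 1 when 1 line was left out.

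Treated resistant against treated sensitive lines (1273) gave 815 without the 48 h samples labelled MCF-7 and MDA-MB-436, 56 with cell line as a random replicate block, 11 with line means, 0 with 24 h only, 0 with 48 h only and 249 with scan day as a block and arrays separate (1953 with arrays separate alone). Leaving out 1 line gave 498 to 1724.

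Probes changed in both resistant lines at 24 h (7) numbered 117 on processed signals, 12 without background correction, 97 with loess only or Aquantile and 12 in the deposited table. At 48 h (23) they numbered 154 on processed signals and 1109 with loess only or Aquantile. Aquantile leaves log ratios as loess does, so it is no separate test.

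Gene lists called with camera numbered 17 within lines, 10 for the difference in response and 9 for resistant against sensitive. With an estimated correlation they numbered 3, 2 and 0, with fry in a direction 7, 2 and 3, and with fry mixed 2 for the difference and 21 for resistant against sensitive. The 2 lists for the difference were each time those of the paper's signature, which was chosen on these same samples. With an estimated correlation these were also 2 of the 3 within lines.

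Sign changes were TBC1D10C in MDA-MB-231 (−2.67, and 0.11 on processed signals) and IGF2BP1 in T47D (1.82, and −0.07 with loess only and with Aquantile). In resistant against sensitive lines MAPK/ERK output ranged from 0 without MDA-MB-231 to 1.52 without T47D, and estrogen receptor targets from −0.16 without T47D to 2.21 without MDA-MB-231.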

Differences from the paper's values

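The alternatives compared here were planned, apart from those without the doubted 48 h samples and those that join the deposited table with another setting, which were chosen after the values were seen.

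The paper reports 35 genes past FDR 0.05 in the signature, 20 higher and 15 lower, and 11 probes passed here, 9 higher and 2 lower. Of the settings planned beforehand, none of 24 came within range of the paper's 35, and none of 15 did for the paper's 20 or 15. The settings that call most of the paper's genes call many others. With cell line as a block 20 of the 34 measured genes were among 112 calls, and with technical replicates as separate arrays 26 were among 82, which drops 8. Joined with the authors' deposited table after the values were seen, these gave 23 among 247 and 27 among 92, so the latter drops 7. The deposited table alone gave 7 among 13. How the paper's replicates entered its test could be a cause, given 26 of 34 with separate arrays, but the paper does not say how they entered.

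The paper's filter kept 20374 genes, and here 34509 probes were kept. The alternatives with probes well above background on every array (17787) and with the 20374 probes of largest SD come within range, and no filter on dim probes (39535) does not. The rule of the paper's filter is not given in full.

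For the lowest share of a sensitive line at 48 h the paper gives 8%, and here MDA-MB-157 had 4.83%. No background correction (5.79), the deposited table (5.81), well above background on every array (6.45), the probes with the largest SD (7.90) and the first-numbered array only (7.91) come within range. Processed signals (14.4), loess only and Aquantile (3.8), no filter (4.24) and marked spots kept (4.95) do not.

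For MDA-MB-231 the paper gives 2% of genes, and here the share was 1.22%. No background correction (1.60), the deposited table (1.69), well above background on every array (1.47), the probes with the largest SD (2.01) and marked spots kept (1.36) come within range. Processed signals (6.26), loess only and Aquantile (6.71), no filter (1.08) and the first-numbered array only (1.22) do not.

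For clients over 2-fold at both times the paper counts 20 in MDA-MB-157, 17 in HCC1937 and 2 in MDA-MB-231, and here there were 4, 11 and 5. None of 9 alternatives comes within range for MDA-MB-157 or for MDA-MB-231. For HCC1937 processed signals (19), no background correction (16), loess only (17), Aquantile (17) and the deposited table (12) come within range, and the other 4 do not. The list here has 117 genes and is not the paper's, so the counts are not of the same genes.

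The paper finds HSPA1A higher in all sensitive lines. Here the sample labelled MDA-MB-436 48 h stood at −4.73, and the line's mean was −0.19. Without the doubted 48 h samples the line stands at 4.34, its 24 h value, and MCF-7 at 0.10. The other 2 probes of HSPA1A disagreed with both at 24 h. They stood at −0.01 and −2.45 in MDA-MB-436 and at 3.27 and 3.32 in MCF-7. The paper states that all treated samples clustered with their own control, while the legend of its supplementary figure says mostly, and here 16 of 19 treated arrays shared a cluster with a control of their line. The paper names at least 4 of the 6 lines for a decrease of IRAK1 and an increase of AHSA1. Over 2-fold at any time this held here too (IRAK1 in 4 lines, AHSA1 in 6), and over 2-fold at every time each held in 3. The paper places the increase of HSP90AA1 and HSPA8 in MDA-MB-231 but not in T47D, and here both were over 2-fold at 48 h in T47D (1.54 and 1.48).

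Of 34 folds in the paper's table none differed by the rule used for them, a change of direction, or a distance of over 1.5-fold that is also over 1 SD of the lines, with a ratio of the fold here to the paper's of 0.61 to 1.32 and 26 lower here. The counts and shares above have no SD and were held to the 1.5-fold alone. Of 15 counts read by eye from the paper's bar chart none differed. The paper's more than 1500 genes between treated resistant and sensitive lines stand against 1273 here, within the 1.5-fold.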

Other observations

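The genes and values below were looked at after the data were seen, and none was tested apart from the lists and the comparison within lines. In T47D the G2 and mitosis list stood at −0.71, in MDA-MB-231 at 0.39 and in the sensitive lines at 0.90 ± 0.65 (SD, n = 6, exact permutation p = 0.143 for the 2 resistant against the 6 sensitive lines).

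In the comparison within lines further genes passed at limma adjusted p = 0.048. These are MTCH1 (1.06 ± 0.26) and the sorting nexin SNX3 (0.91 ± 0.21), higher, and PAGR1 (−1.68 ± 0.51), SLC33A2 (−1.26 ± 0.36), UGGT2 (−1.17 ± 0.35), COMTD1 (−1.16 ± 0.31), TMTC4 (−1.15 ± 0.22), MYO19 (−1.07 ± 0.28) and HDDC3 (−0.96 ± 0.24), lower (SD, n = 6 lines). When the 48 h samples labelled MCF-7 and MDA-MB-436 were left out, 5 of them lost the call, with limma adjusted p of 0.072 for MTCH1 and UGGT2, 0.10 for SNX3, 0.082 for TMTC4 and 0.11 for HDDC3.

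Other lists in the sensitive lines that passed with camera but not with an estimated correlation were nucleotide synthesis (−0.30 over 21 genes, adjusted p = 1.7e-05 and 0.10, fry 0.029, 0 genes past adjusted p, 1 over the list alone, with GART at −0.77), glycolysis (−0.21, 0.0085 and 0.23, 0 and 2, with HK2 at −0.68) and ribosome biogenesis (−0.16 over 24 genes, 0.018 and 0.35, 0 and 0). Not called were the proteasome (0.07, camera adjusted p = 0.14), histone genes (−0.02, 0.90), p53 targets (−0.03, 0.90), cholesterol synthesis (0.10, 0.37), oxidative phosphorylation (−0.09, 0.14, and 0.025 without the 48 h samples labelled MCF-7 and MDA-MB-436), NRF2 targets (−0.12, 0.59), estrogen receptor targets (−0.06, 0.34), interferon response (−0.12, 0.088), the BCL2 family (−0.14, 0.39), NKG2D ligands (0.24, 0.14), autophagy (0.06, 0.55) and markers of luminal (0.05, 0.59), mesenchymal (−0.02, 0.87), blood (0.02, 0.81) and endothelial cells (0.01, 0.59). Of lists between treated resistant and sensitive lines, the proteasome stood at 0.28 (0.049, 0.69 with an estimated correlation, 0.053 without the 48 h samples labelled MCF-7 and MDA-MB-436) and estrogen receptor targets at 1.03 (0.022 and 0.67), the latter from T47D, which had SPDEF and RARA higher with the resistant lines (2.10, adjusted p = 0.018, and 2.02, 0.031).

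The control labelled MCF-7, a line described as luminal and positive for the estrogen receptor, was low in some luminal genes. GATA3 stood at −2.58 and AGR2 at −4.29 against the reference, where T47D, another luminal line, stood at 1.34 and 5.16. TFF3 stood at −2.41 and FOXA1 at −0.97, against 3.62 and 3.37 in T47D. Other epithelial genes went both ways, with EPCAM at 2.61, CDH1 at 0.58 and KRT18 at 0.51, and KRT8 at −0.26 and MUC1 at −0.38. ESR1 stood at 0.30, beside 0.47 in MDA-MB-157, 0.28 in Hs578T and 0.57 in T47D. The ESR1 value thus did not set this control apart from lines that are not luminal. The mean of 13 luminal markers was −0.61 in this control and −0.62 in that of UACC3199. It was 2.10 in T47D and 0.55 in HCC1937, and lower in the remaining lines. The cause was not tested.

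NQO1, the reductase that activates 17AAG, changed little in the sensitive lines (0.10 ± 0.47, SD, n = 6, limma adjusted p = 0.89) and stood at −0.10 in MDA-MB-231 and 0.41 in T47D. Its mRNA level in the controls against the reference was 0.11 in MDA-MB-231 and −0.56 in T47D. Among sensitive lines this level ranged from −0.88 (MDA-MB-157) to 1.41 (MCF-7). The paper states a very low level of NQO1 in MDA-MB-231 and a higher one in T47D. The order of the resistant lines was thus the other way on these arrays, which measure mRNA and not protein or activity.

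Counts depended on how batches were treated. HSPA8 stood at 2.20 with arrays separate, 2.17 with scan day as a block and 2.38 with slide as a block, and at 1.77, 2.39 and 2.08 within days 1, 2 and 3, while the calls went from 82 to 9 and 0. Within slides 4, 5, 6 and 8 it stood at 1.53, 2.86, 2.56 and 2.52. On these slides the G2 and mitosis list ranged from 0.06 to 1.25 and the NF-kB targets from −1.60 to −0.32.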
